# Complete genome of the Medicago anthracnose fungus, Colletotrichum destructivum, reveals a mini-chromosome-like region within a core chromosome

**DOI:** 10.1099/mgen.0.001283

**Published:** 2024-08-21

**Authors:** Nicolas Lapalu, Adeline Simon, Antoine Lu, Peter-Louis Plaumann, Joëlle Amselem, Sandrine Pigné, Annie Auger, Christian Koch, Jean-Félix Dallery, Richard J. O'Connell

**Keywords:** accessory chromosome, chromosome rearrangements, fungal genomics, *M. truncatula*, phytopathogenic fungus, SD

## Abstract

*Colletotrichum destructivum* (*Cd*) is a phytopathogenic fungus causing significant economic losses on forage legume crops (*Medicago* and *Trifolium* species) worldwide. To gain insights into the genetic basis of fungal virulence and host specificity, we sequenced the genome of an isolate from *Medicago sativa* using long-read (PacBio) technology. The resulting genome assembly has a total length of 51.7 Mb and comprises ten core chromosomes and two accessory chromosomes, all of which were sequenced from telomere to telomere. A total of 15, 631 gene models were predicted, including genes encoding potentially pathogenicity-related proteins such as candidate-secreted effectors (484), secondary metabolism key enzymes (110) and carbohydrate-active enzymes (619). Synteny analysis revealed extensive structural rearrangements in the genome of *Cd* relative to the closely related Brassicaceae pathogen, *Colletotrichum higginsianum*. In addition, a 1.2 Mb species-specific region was detected within the largest core chromosome of *Cd* that has all the characteristics of fungal accessory chromosomes (transposon-rich, gene-poor, distinct codon usage), providing evidence for exchange between these two genomic compartments. This region was also unique in having undergone extensive intra-chromosomal segmental duplications. Our findings provide insights into the evolution of accessory regions and possible mechanisms for generating genetic diversity in this asexual fungal pathogen.

**Impact Statement**

*Colletotrichum* is a large genus of fungal phytopathogens that cause major economic losses on a wide range of crop plants throughout the world. These pathogens vary widely in their host specificity and may have either broad or narrow host ranges. Here, we report the first complete genome of the alfalfa (*Medicago sativa*) pathogen, *Colletotrichum destructivum*, which will facilitate the genomic analysis of host adaptation and comparison with other members of the Destructivum species complex. We identified a species-specific 1.2 Mb region within chromosome 1 displaying all the hallmarks of fungal accessory chromosomes, which may have arisen through the integration of a mini-chromosome into a core chromosome and could be linked to the pathogenicity of this fungus. We show that this region is also a focus for segmental duplications, which may contribute to generating genetic diversity for adaptive evolution. Finally, we report infection by this fungus of the model legume, *Medicago truncatula*, providing a novel pathosystem for studying fungal-plant interactions.

## Data Summary

All RNA-Seq data were submitted to the NCBI GEO portal under the GEO accession GSE246592. The *Colletotrichum destructivum* genome assembly and annotation are available under the NCBI BioProject PRJNA1029933 with genome assembly accession ASM3444790v1.

Supplementary data (genomic and annotation files, genome browser) are available from the INRAE BIOGER Bioinformatics platform (https://bioinfo.bioger.inrae.fr/). Transposable element consensus sequences are also available from the French national data repository, research.data.gouv.fr with doi 10.57745/TOO1JS.

## Introduction

The ascomycete fungal pathogen *Colletotrichum destructivum* causes anthracnose disease on lucerne (alfalfa, *Medicago sativa*) and *Trifolium* species and is responsible for significant economic losses on these forage legumes [1,2]. Despite being isolated most frequently from members of the Fabaceae, *C. destructivum* has occasionally been recorded from genera of the Asteraceae (*Helianthus*, *Crupina*), Poaceae (*Phragmites*) and Polygonaceae (*Rumex*) [3,4]. It has a worldwide distribution that includes the USA, Canada, Argentina, Italy, Netherlands, Greece, Serbia, Morocco, Saudi Arabia and Korea. *C. destructivum* is a haploid fungus with no known sexual stage [3]. Previous reports of a sexual stage (*Glomerella glycines*) for soybean isolates of *C. destructivum* [5,6] were based on incorrect identification of the soybean pathogen, which was recently shown to be *C. sojae* [7].

Over the last decade, the application of multi-locus molecular phylogeny approaches has revealed that *C. destructivum* belongs to the Destructivum species complex, which contains 17 accepted taxa [3,8]. All these plant pathogenic species show distinct host preferences, spanning phylogenetically diverse botanical families. An increasing number of species in the Destructivum complex have now been genome sequenced, namely, *C. higginsianum* [9,10], *C. tanaceti* [11], *C. lentis* [12] and *C. shisoi* [8], which cause disease on Brassicaceae, *Tanacetum* (Asteraceae), *Lens* (Fabaceae) and *Perilla* (Lamiaceae), respectively. The clade therefore provides excellent opportunities for comparative genomic studies on the genetic determinants of host adaptation.

The availability of complete genome sequences is crucial not only for the analysis of large gene clusters, such as secondary metabolism biosynthetic gene clusters (BGCs), but also for understanding fungal genome evolution. Complete or near-complete genome sequences have enabled the structure and dynamics of accessory mini-chromosomes to be analysed in several *Colletotrichum* species [9,13, 14]. The importance of mini-chromosomes for virulence on plant hosts has been demonstrated in several fungal pathogens including *Fusarium oxysporum* f.sp. *lycopersici* [15], *Magnaporthe oryzae* [16], *C. lentis* [12] and *C. higginsianum* [17].

Here, we present the complete genome sequence and gene annotation of *C. destructivum* strain LARS 709, hereafter called *Cd*709, based on long-read sequencing with PacBio single-molecule, real-time (SMRT) Sequel technology. The resulting high-quality chromosome-level assembly allowed us to perform comparative genomics with the close sister species, *C. higginsianum*, highlighting the gene content specificity and extensive genomic rearrangements. In particular, the genome showed evidence of multiple segmental duplications (SDs), as well as the likely integration of a mini-chromosome into one core chromosome. Although the origin of this integrated region remains to be determined, it displays all the hallmarks of fungal mini-chromosomes. We also show for the first time that *C. destructivum* is pathogenic and completes its life cycle, on the model plant *Medicago truncatula*, providing a new tractable pathosystem in which both partners have been genome sequenced.

## Methods

### Fungal and plant materials

The *C. destructivum* strains used in this study were originally isolated from *M. sativa* in Saudi Arabia (CBS 520.97, LARS 709) and Morocco (CBS 511.97, LARS 202) [2] and are hereafter called *Cd*709 and *Cd*202. The *C. higginsianum* strains used for comparative genome and chromosome analyses were IMI 349063A and MAFF 305635 [10,17, 18], hereafter called *Ch*63 and *Ch*35, respectively. The fungi were cultured as described previously [18].

Seeds of nine *M. truncatula* accessions (Table S1, available in the online Supplementary Material) were provided by the INRAE Centre de Ressources Biologiques (UMR 1097, Montpellier, France), while *M. sativa* seeds were purchased from Germ’line SAS (France). *M. truncatula* seeds were first abraded with sandpaper and imbibed with water for 1 h before sowing in seed compost (Floragard Vertriebs-GmbH, Oldenburg, Germany), while *M. sativa* seeds were sown directly in the same compost. All plants were grown in a controlled environment chamber (23 °C day, 21 °C night, 12-h photoperiod, Photosynthetic Photon Fluence Rate [PPFR] 110 µmol m^−2^ s^−1^).

### Infection assays and microscopy

To test the susceptibility of *M. truncatula* accessions to *Cd*709, intact plants (17 days old) were inoculated by first immersing the above-ground parts in a solution of 0.01 % (v/v) Silwet to wet the leaves and then by immersion in a suspension of *C. destructivum* spores (2×10^6^ ml^−1^). The inoculated plants were incubated in a humid box inside a controlled environment chamber (25 °C, 12-h photoperiod, PPFR 40 µmol m^−2^ s^−1^). For microscopic examination, pieces of infected tissues were cleared with a 1 : 3 mixture of chloroform:ethanol for 1 h and then with lactophenol for 30 min, before mounting on a microscope slide in 70 % glycerol and imaging with a Leica DM5500 light microscope. Symptoms were recorded at 4 days post-inoculation (dpi).

### Pulsed-field gel electrophoresis and Southern blotting

The plugs containing the conidial protoplasts for PFGE were prepared as previously described [17]. PFGE (Bio-Rad CHEF-DR II system) was performed using the following conditions: runtime 260 h, switch time 1,200 to 4,800 s, 1.5 V/cm and 0.75 × TBE at 8 °C. Yeast chromosomal DNA served as a size marker (Bio-Rad; 200 kb–2 Mb).

Southern blotting was conducted using standard protocols [19]. A digoxigenin-labelled probe was generated by PCR following the manufacturer’s instructions (PCR DIG Probe Synthesis Kit, Roche). The 993 bp probe (*Cd*709 chr1, position 6 711 095 to 6 712 088) was specific to mini-chromosome-like sequences at the right arm of chromosome 1 in *Cd*709. Hybridization was performed in DIG Easy Hyb buffer at 42 °C overnight. The membrane was then extensively washed with low- and high-stringency buffers and subsequently blocked with buffer B2 [1 % blocking powder (Roche) in buffer B1 (100 mM maleic acid, 150 mM NaCl and pH 7.5)]. The blocking solution was then replaced with the antibody solution [buffer B2 containing DIG-antibody 1 : 26,000 (Roche)]. The membrane was washed with buffer B1 containing 0.3 % Tween 20. The membrane was subsequently equilibrated in buffer B3 (100 mM Tris pH 9.5, 100 mM NaCl and 50 mM MgCl_2_) and developed with chemiluminescence (CDP-Star, Roche).

### Genome data, assembly, rearrangements and duplications

The genomic DNA of *Cd*709 was used to prepare a size-selected library (20 kb) prior to sequencing with a PacBio Sequel sequencer (kit 2.1, Keygene N.V., Wageningen, The Netherlands) on two SMRT cells, yielding raw data with approximately 224× genome coverage (1,474,759 reads, N50 10,837 bp). Genome assemblies were generated from several runs of the Hierarchical Genome-Assembly Process version 4 and Canu [20] assemblers. The draft genome was polished with the Arrow algorithm, and the completeness of the assembly was evaluated with BUSCO using the Ascomycota gene set as evidence [21]. Telomeres were validated by the presence of at least three repeats of the TTAGGG/CCCTAA motif at the end of assembled contigs [22]. The polished assembly was aligned with nucmer against the *Ch*63 and *Ch*35-RFP genomes to visualize chromosome rearrangements. SDDetector [9] was used to detect SDs in combination with Bedtools and BWA-MEM for validation. The *Cd*709 mitochondrial genome was assembled with Organelle_PBA [23] (Table S2).

### Transcriptome data and analysis

RNA sequencing was performed on samples of mRNA from undifferentiated mycelium grown axenically and in two different stages of plant infection, 48 and 72 h after inoculation, corresponding to the biotrophic and necrotrophic phases, respectively. Mycelium was grown for 3 days in potato dextrose liquid medium (PDB, Difco) at 25 °C with shaking (150 r.p.m.) and harvested by filtration. Seedlings of *M. sativa* (8 days old) were inoculated by placing a droplet (10 µl) of *Cd*709 spore suspension (7×10^5^ spores/ml) onto the surface of each cotyledon, and the plants were then incubated as described for *M. truncatula*. Discs of the infected cotyledon tissue were harvested using a cork borer (4-mm diameter). After grinding the tissues in liquid nitrogen, total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen). Libraries were then prepared from each sample type using the TruSeq Paired-end Stranded mRNA Kit and sequenced (100 bp reads) using a HiSeq 4000 sequencing platform (IntegraGen Genomics, Evry, France). RNA-Seq paired reads were cleaned and trimmed using Trimmomatic [24] and then mapped to the genome assembly of *Cd*709 using STAR [25]. A genome-guided transcript assembly was obtained from mappings with StingTie v1.3.4. Assembled raw transcripts were then filtered based on the Transcript Per Million (TPM) distribution per transcript per library.

### Genome annotation

Transposable elements (TEs) were searched in the *C. destructivum* genome sequence using the REPET package [26,27]. Consensus sequences identified with the TEdenovo pipeline were classified using the PASTEC tool [28], based on the Wicker hierarchical TE classification system [29], and then manually filtered and corrected. The resulting library of consensus sequences was used to annotate TE copies in the whole genome using the TEannot pipeline.

Protein-coding genes were annotated using the Eugene [30] and FunGAP [31] tools. Predicted genes were filtered out when 10 % of their coding sequence (CDS) overlapped a TE predicted by the REPET package. Filtered predicted genes from Eugene and FunGAP were clustered together based on their CDS coordinates (overlap of one base required) with no strand consideration. The annotation edit distance [32] was computed with transcript and protein evidence for each transcript, and the predicted model with the best score was retained at each locus. Mitochondrial genomes were annotated with MFannot [33] and MITOS2 [34]. Results were manually inspected, and in case of divergence between the predictions, the longer gene model was retained.

The synteny between *C. destructivum* and *C. higginsianum* proteomes was analysed with SynChro [35], which detects ortholog proteins with reciprocal best hit (RBH), based on 40 % similarity and a length ratio of 1:3. Colinear orthologues were then grouped in syntenic blocks, according to a delta threshold=1 (very stringent mode). Non-syntenic blocks were extracted when five or more consecutive non-syntenic genes were found. Proteome similarities with other *Colletotrichum* spp. were performed with Blast 2.2.28+ and the results were filtered with a cut-off of 30 % identity and 50 % query coverage. Proteome synteny and associated figures were obtained using Clinker [36].

### Functional annotation of predicted genes

Functional annotations of genes obtained using Interproscan 5.0 [37] and Blastp (e-value <1e-5) [38] against the NCBI nr databank (September 2019) were then used to perform Gene Ontology (GO) [39] annotation with Blast2GO [40]. Carbohydrate active enzymes (CAZymes) were annotated with dbCAN2 [41] launching HMMER, Diamond and Hotpep against dedicated databases. Genes were considered as CAZymes when at least two of the three tools provided a positive annotation.

Genes encoding potential secreted proteins were predicted with a combination of SignalP v4.1 [42], TargetP v1.1 [43] and TMHMM v2.0 [44] results. The secretome was defined as the union of SignalP and TargetP results and then intersected with TMHMM results (zero or only one transmembrane domain). Proteins smaller than 300 amino acids were then extracted and considered as small secreted proteins (SSPs). In parallel, EffectorP v2.0 [45] was applied to the predicted secretome to identify putative effector proteins. Finally, the intersection of EffectorP and SPP results was retained to establish a list of potential effectors.

To detect secondary metabolism BGCs, predicted genes were submitted to Antibiotics and Secondary Metabolite Analysis Shell (antiSMASH) v5 [46]. Only core biosynthetic genes [commonly known as secondary metabolism key genes (SMKGs)] were considered for further analysis. Presence/absence patterns of SMKGs were based on RBHs with *Ch*63 and *Ch*35 and then manually inspected. Among the newly predicted SMKGs, those encoding polyketide synthases (PKSs) and non-ribosomal peptide synthases (NRPSs) were checked for the presence of the minimal expected set of enzymatic domains, namely, ketosynthase and acyltransferase (AT) domains for PKS and A and PCP domains for NRPS. Terpene synthase (TS) and dimethylallyltryptophan synthase genes were manually inspected and retained if they had RNA-Seq or protein support. Those *Cd*709 genes not predicted as SMKGs by antiSMASH, but orthologous to a *C. higginsianum* SMKG, were also included. For example, antiSMASH failed to annotate six TSs that are present in both species.

### Codon usage analysis

Codon usage was computed for predicted gene CDS on each chromosome or region using the EMBOSS tool ‘cusp’. The resulting codon usage matrix (i.e. the fraction of each codon in a given amino acid) was subjected to Fisher’s exact tests (with a Bonferroni correction for multiple testing) to address the statistical significance of differences between the core and mini-chromosomes. The matrix was also subjected to a principal component analysis (PCA), and the results were projected onto the first two principal components. To analyse the GC percentage of the three letters of each codon, the ‘cusp’ tool was run individually on each CDS of each chromosome or region, and the results were represented as density plots. The corresponding figures were generated using R (v4.0.5) and the libraries ggplot2 (v3.3.3), cowplot (v1.1.1) and ggbeeswarm (v0.6.0), all available from the Comprehensive R Archive Network (CRAN) repository (https://cran.r-project.org/).

## Results

### A novel *C. destructivum–M. truncatula* pathosystem

The cell biology of infection of *M. sativa* by *Cd*709 was previously described [2]. Here, we report the infection of the model plant *M. truncatula* (barrel medic) by this species. Five out of the nine tested *M. truncatula* accessions, including the genome-sequenced accession ESP074-A [47], were found to be susceptible to *C. destructivum* in two independent infection assays (Fig. 1 and Table S1). At 4 dpi, necrotic water-soaked lesions were visible on the trifoliate leaves of the susceptible accessions (Fig. 1). In contrast, the leaves of resistant accessions presented only small necrotic flecks or no visible symptoms. The genome-sequenced accession R108-C3, which is widely used for *M. truncatula* functional genomics [48], was resistant to *C. destructivum* in these infection assays.

**Fig. 1.**
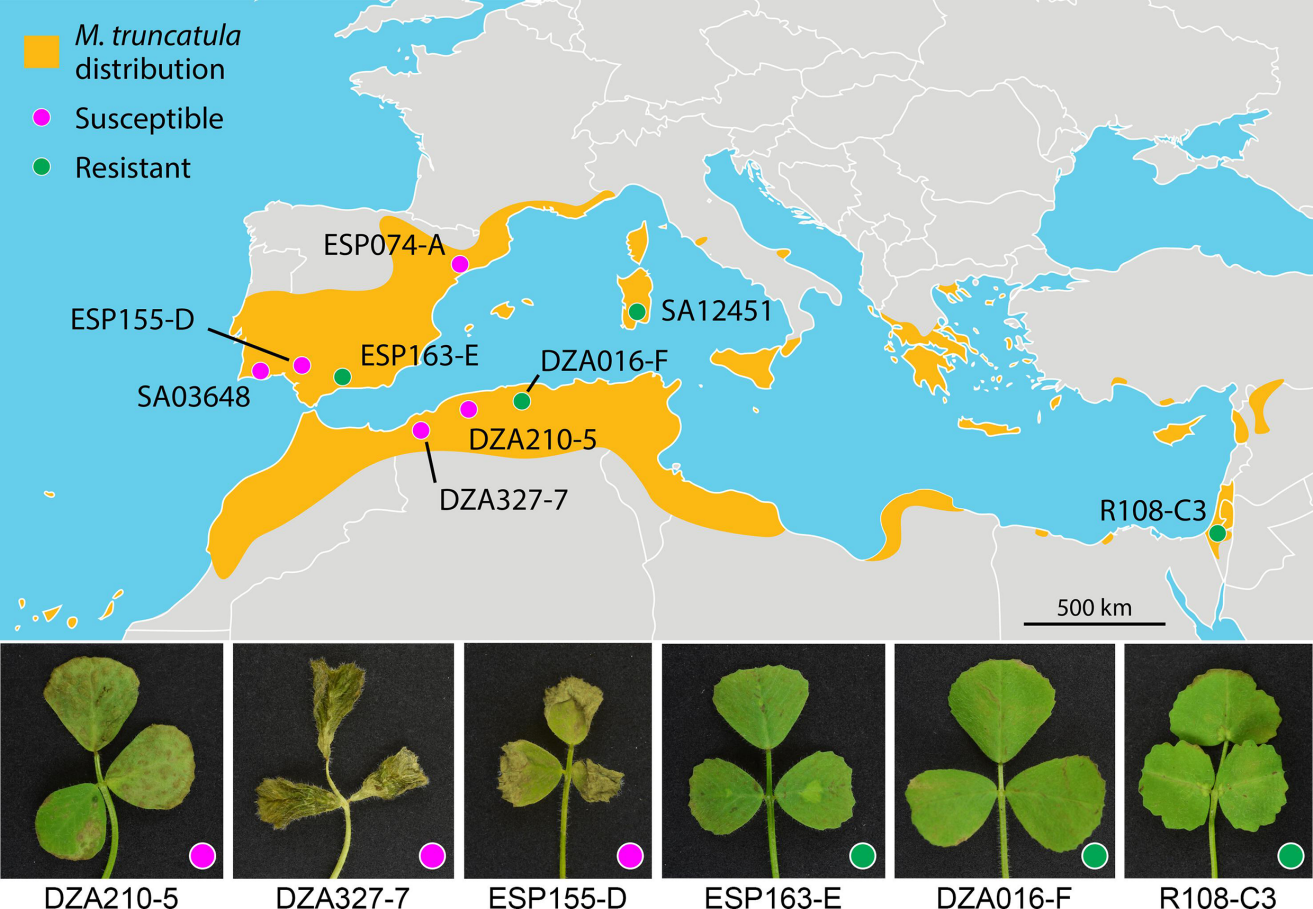
*M. truncatula* accessions used in this study and their infection phenotypes with *C. destructivum* LARS 709. Upper panel: geographical distribution of *M. truncatula* in the Mediterranean area according to GBIF (2019) and collection locations of the nine ecotypes used in this study. Lower panel: symptoms produced on the trifoliate leaves of six *M. truncatula* accessions at 4 dpi with spore suspension of *C. destructivum* LARS 709. Leaves of the susceptible accession DZA210-5 showed large necrotic lesions, while those of DZA327-7 and ESP155-D were completely necrotic. Leaves of the resistant accessions ESP163-E, DZA016-F and R108-C3 showed small necrotic flecks or no visible symptoms. Note that R108-C3 is considered to be *M. truncatula* ssp. *tricycla*.

On cotyledons of the susceptible *M. truncatula* accession ESP155-D, *Cd*709 spores germinated to form melanized appressoria, which by 48 hours post-inoculation (hpi) had penetrated host epidermal cells to form bulbous, intracellular biotrophic hyphae that were confined to the first infected cell (Fig. 2a). Thinner necrotrophic hyphae started to emerge from the tips of the biotrophic hyphae at 60 hpi (Fig. 2b), and after 72 hpi, the fungus had completed its asexual cycle by producing sporulating structures (acervuli) on the surface of the dead tissues (Fig. 2c). On cotyledons of the resistant accession ESP163-E, appressoria formed abundantly on the leaf surface but penetrated the host epidermal cells very infrequently (Fig. 2d, e). Groups of dead epidermal cells underlying the appressoria appeared yellow–brown in colour and had granulated contents, suggesting they had undergone a hypersensitive cell death response. Rarely, small hyphae were visible in epidermal cells beneath appressoria, but they developed only a short distance into the dead cells and most remained smaller than the appressorium. Acervuli were never observed on plants of accession ESP163-E.

**Fig. 2.**
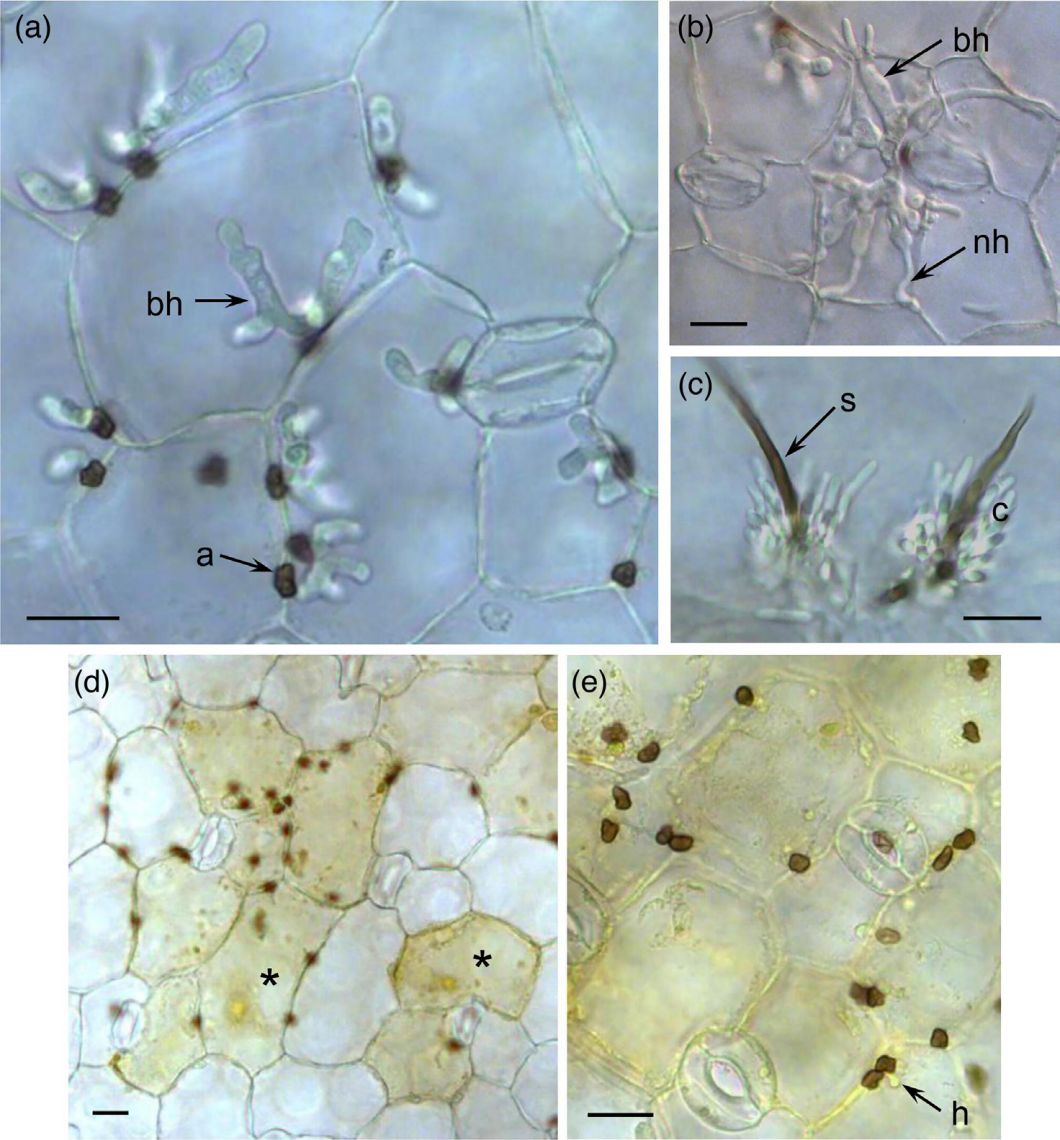
Microscopic analysis of *C. destructivum* LARS 709 infecting cotyledon tissues of *M. truncatula*. (**a–c**) Susceptible accession ESP155-D. At 48 hpi (**a**), melanized appressoria (**a**) had formed on the plant surface and penetrated epidermal cells to form bulbous biotrophic hyphae (bh). At 60 hpi (**b**), thin necrotrophic hyphae (nh) developed from the tips of biotrophic hyphae. At 72 hpi (**c**), acervuli erupted from the plant surface, consisting of a melanized, hair-like seta (s) and a mass of conidia (**c**). (**d, e**) Resistant accession ESP163-E. At 72 hpi, few appressoria had penetrated cotyledon epidermal cells, and groups of cells underlying the appressoria were pigmented yellowish brown with granular contents (*). Any hyphae (**h**) visible inside epidermal cells were typically smaller than the appressorium. Scale bars=20 µm.

### Genome assembly and structural annotation

Long-read data allowed us to generate a complete genome assembly for *Cd*709, with a total length of 51.75 Mb in which all 12 chromosomes were sequenced from telomere to telomere (Fig. 3), together with the circular mitochondrial genome (34 kb). The annotation of TEs revealed a total of 49 consensus sequences, representing all the possible TEs in the *Cd*709 genome. The classification of the TEs (Table S3) showed that the genome contains 18 different families of retrotransposons, including 11 LTR and 7 long interspersed nuclear elements; 28 DNA transposons, including 25 terminal inverted repeat (TIR), 1 helitron and 2 Miniature Inverted-Repeat TE (MITE); and 3 unclassified repeated elements. The library of 49 consensus sequences was then used to annotate TE copies in the *Cd*709 genome. Overall, TEs covered 6.2 % of the genome assembly by length. The class I LTR Gypsy superfamily was the most abundant in terms of coverage and number of copies, whereas the class I TIR Tc1-Mariner was the most abundant in terms of full-length copies. Two Gypsy transposons (R172 and G87) resemble the most abundant TE family in *C. higginsianum*, namely, the LTR transposon family RLX_R119 [9]. Looking at the distribution of TE families along the chromosomes, we found that the telomeres of all 12 *C. destructivum* chromosomes were associated with a single copy of a TE belonging to the helitron family (G103).

**Fig. 3.**
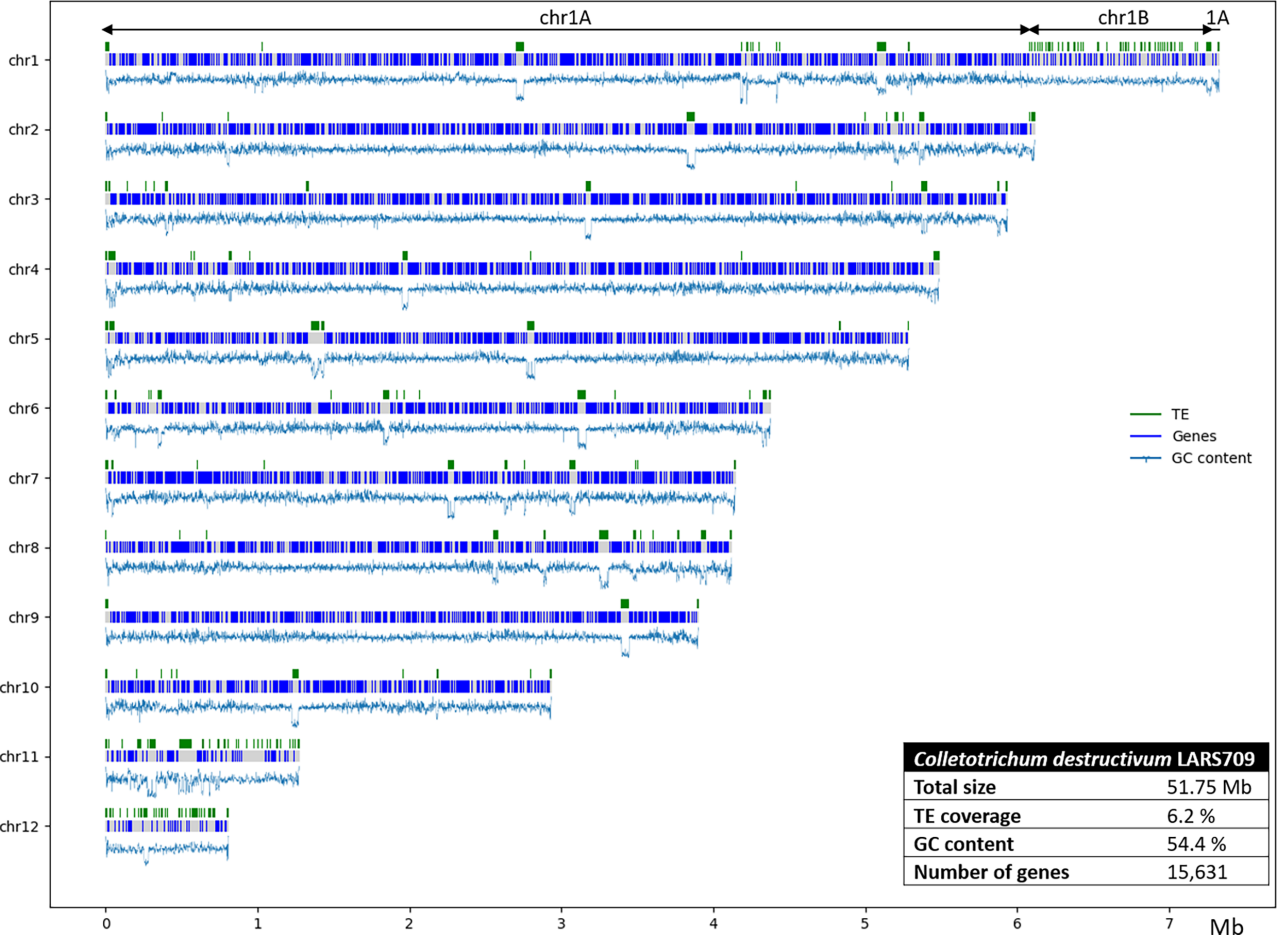
Schematic representation of the 12 chromosomes of *C. destructivum* isolate 709. The distribution of genes and TEs across each chromosome is shown together with the corresponding genome statistics (inset table).

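RNA-Seq was performed on 3 libraries of the *C. destructivum* isolate whose genome was sequenced, with 1 library per condition. The first library was made from mycelium grown for 3 days in potato dextrose broth (PDB), a liquid medium, at 25 °C and 150 r.p.m. The others came from discs 4 mm in diameter taken from cotyledons of 8-day-old *M. sativa* seedlings at 48 hpi (biotrophic phase) and 72 hpi (necrotrophic phase), after inoculation with 10 µl droplets holding 700000 spores per ml. Because each condition was sequenced once, no error between replicates can be given for any level, and no p-value is given for a difference between conditions. Table S4 of the paper reports that 93 % of the PDB reads mapped uniquely to the fungal assembly, against 2.5 % at 48 hpi and 6.5 % at 72 hpi, where the samples also held plant tissue. It gives a mean depth of 82 for PDB, 16 for 48 hpi and 33 for 72 hpi, so that low levels are measured least precisely at 48 hpi. The authors trimmed the 100 bp paired reads with Trimmomatic, mapped them with STAR and assembled transcripts with StringTie. They deposited one value per gene and library, in TPM (a level normalised for transcript length and library total) rounded to whole numbers, and the tool that gave these values per gene is not given in the sources used here. Across all 15631 genes the values summed to 999632 in PDB, 999824 at 48 hpi and 999946 at 72 hpi. TPM are scaled to this common total and do not keep the number of reads behind each gene. The 10 highest genes took 13.7 % of the total in PDB, 8.19 % at 48 hpi and 8.61 % at 72 hpi. For the first 1998 genes, whose unrounded TPM are listed in the part of Table S6 used here, every deposited value lay within 0.5 TPM of the unrounded one. A gene was counted as detected in a library when its deposited TPM reached the minimum the authors applied to assembled transcripts of that library. This minimum was 1.88 TPM in PDB, 9.38 TPM at 48 hpi and 4.90 TPM at 72 hpi. By this rule 9282 genes (59.4 %, 95 % exact binomial confidence interval 58.6 to 60.2 %) were detected in PDB, 7307 (46.7 %, 46.0 to 47.5 %) at 48 hpi and 9635 (61.6 %, 60.9 to 62.4 %) at 72 hpi. The count at 48 hpi depended most on the minimum, with 12019 genes above 0 TPM and 2848 genes at 5 times the minimum.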

To annotate the protein-coding genes, a genome-guided assembly of RNA-Seq reads provided 16,122, 13, 901 and 15, 081 transcripts for axenic mycelium, 48 hpi and 72 hpi libraries, respectively (Table S4), with 1.88 TPM, 9.38 TPM and 4.90 TPM as minimum expression levels, respectively (Fig. S1). Assembled transcripts were then used to predict gene models in conjunction with *Colletotrichum* and Ascomycota protein databanks. The results of EuGene and FunGap were combined and filtered to generate the *Cd*709 gene set comprising 15,631 complete gene models, of which 11, 853 had transcript support and 15, 172 resembled Ascomycota predicted proteins. 

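In the deposited TPM, 11093 of the 15631 genes (71.0 %, 95 % exact binomial confidence interval 70.2 to 71.7 %) reached the minimum of at least 1 of the 3 libraries. Of these, 6247 genes were detected in every library, 1811 only in planta and 1185 only in PDB. Because the minimum is lowest in PDB, a gene detected only there need not have a lower level in planta. Setting the minimum at 5 times its value left 7323 genes, and counting every gene listed above 0 gave 13495. The assembled transcripts from which the paper assigned support were not used here, so the rule on TPM is not the paper's own criterion. Both can be set side by side in the first 1998 of the 15631 rows of Table S6, which hold the paper's mark for RNA support. There, 1427 genes were detected and carried the mark, and 465 genes had neither. A further 90 genes carried the paper's mark but stayed below the minima, and 16 genes reached a minimum without carrying the mark.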

Features of the gene annotation are summarized in Table S5. The completeness of this annotation was confirmed by comparison to the BUSCO Ascomycota set (1,315 genes), with 1,309 complete genes predicted and only one missing. Functional annotation assigned InterPro entries to 10, 298 genes, among which 7,475 had at least 1 GO term and 1,105 were potential enzymes (annotated with an enzyme code). Based on Blast2GO descriptions, 12,192 predicted genes (78 %) had a predicted function, i.e. a description other than ‘hypothetical protein’ (Table S6 tab ‘all’). The mitochondrial genome of *Cd*709 was annotated with 29 tRNAs, 2 rRNAs (small and long subunit) and 21 genes.

### Plant interaction-related genes

A total of 619 *Cd*709 genes were annotated to encode CAZymes, among which 410 were assigned to the glycoside hydrolase, carbohydrate esterase and polysaccharide lyase CAZyme classes (Table S6 tab ‘CAZyme’). The proportion of genes in each CAZyme class closely resembled that previously found in *Ch*63 [49], and 98 % (400/410) of *Cd*709 CAZyme genes were also detected in the *Ch63* genome. *In silico* analysis of the *Cd*709 secretome revealed a total of 2,608 potential extracellular secreted proteins, including 1,118 small proteins (<300 amino acids). Among these, 484 genes were retained as putative effectors because they were also present among 508 genes identified by EffectorP. Comparing these to the effector repertoire of *Ch*63, a total of 127 putative effectors (26.2 %) were unique to *Cd*709, having no reciprocal best BLAST hit in *Ch*63 (Table S6 tab ‘predicted effectors’). A total of 110 SMKGs were detected in the *Cd709* genome using the fungal version of antiSMASH and were manually curated. These *C. destructivum* SMKGs were compared to the 105 *C*. *higginsianum* SMKGs [9]. Overall, 78 % (94 out of 120) of the SMKGs were present in both species (Table S6 tab ‘secondary metabolism’, Fig. S2). A total of 17 *C*. *destructivum* SMKGs, distributed over 8 BGCs, were not detected in *C. higginsianum*.

### Chromosome structure comparison

Complete chromosome-level assemblies are available for two different *C. higginsianum* strains, namely, *Ch*63 [9] and *Ch*35-RFP, a transformant of MAFF 305635 (*Ch*35) expressing red fluorescent protein which lacks both mini-chromosomes 11 and 12 [10,17]. The genetic proximity of *C. destructivum* and *C. higginsianum* allowed us to align assemblies to observe chromosome structural variations. This generated 38 Mb of *C. destructivum* alignments (>10 kb) with each *C. higginsianum* strain, ranging from 88 to 96.7 % identity. Thus, *C. destructivum* shared approximately 73.6 % of its total genome length with *C. higginsianum*. At the chromosome scale, alignments revealed that five chromosomes of *C. destructivum* (chr1, 2, 3, 5 and 9) were not involved in any large rearrangements and five others (chr4, 6, 7, 8 and 10) showed inter-chromosomal rearrangements, while the two mini-chromosomes (chr11 and 12) lacked large regions of conserved sequences and appear to be species specific (Fig. 4a).

**Fig. 4.**
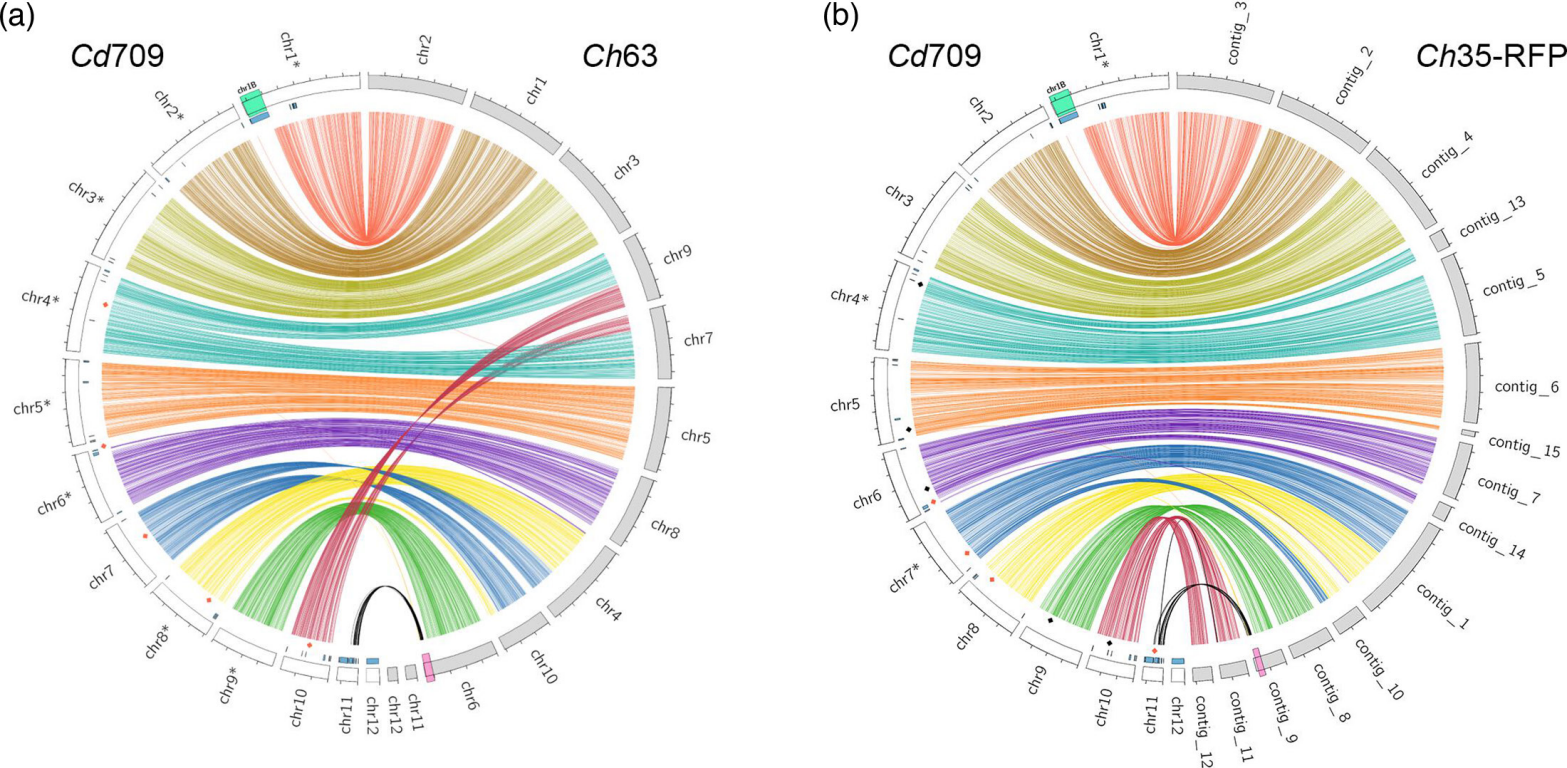
Whole-genome alignments between *Cd*709 and two *C. higginsianum* strains. Chromosomes of *Cd*709 (white bars) were aligned with (**a**) the chromosomes of *Ch*63 (grey bars) or (**b**) the contigs of *Ch*35-RFP (grey bars). Syntenic regions (length >10 kb and per cent identity >88 %) were linked together using coloured arcs specific for each chromosome in the *Cd*709 genome assembly. Red diamonds indicate inter-chromosomal rearrangements. Black diamonds indicate chromosome breakpoints associated with separate contigs in the *Ch*35-RFP assembly only. The blue track indicates gene blocks that are unique to *Cd*709. Note that region chr1B of *Cd*709 (highlighted in green) has no alignments in either of the *C. higginsianum* isolates. The black arcs linking chr11 of *Cd*709 to the 3’ end of chr6/contig_9 in *C. higginsianum* (highlighted in pink) indicate regions with strong sequence similarity (per cent identity >88 %) that are smaller than 10 kb. Asterisks indicate where chromosome sequences were reverse complemented for better visualization. Tick mark spacing=1 Mb.

One rearrangement involved chr7 and chr8 of *Cd*709 resulting in chr4 and chr10 of *Ch*63. The breakpoints in chr7 and chr8 were associated with TEs in *Cd*709 (Fig. S3A and B). A similar rearrangement was found relative to *Ch*35-RFP, albeit with different breakpoints in both species that were not associated with TEs (Fig. S3F, G). A second rearrangement involved chr4 and chr10 of *Cd*709 such that their left and right arms resulted in chr9 and chr7 of *Ch*63, respectively (Fig. S3C, D). Interestingly, this rearrangement was not found relative to *Ch*35-RFP, suggesting that it is specific to particular *C. higginsianum* strains, as was noted previously [10]. A third inter-chromosomal rearrangement concerned 121 kb at the 5′ extremity of *Cd*709 chr6 coming from chr4 and contig_1 of *Ch*63 and *Ch*35-RFP, respectively. In *C. destructivum*, this breakpoint is surrounded by TEs and non-syntenic regions (Fig. S3E). Remarkably, a specific rearrangement of 42 kb between chr11 of *Cd*709 and contig 11 of *Ch*35-RFP (Fig. S3H) corresponds to a region that is absent from the *Ch*63 genome assembly and that encodes highly variable effectors (having ≤90 % alignment coverage) and secondary metabolism-related proteins [10]. In addition, several short stretches (2 to 5 kb in length) from chr11 of *Cd*709 were present at the extremities of chromosome 6 in *Ch*63 and the corresponding region of *Ch*35-RFP (contig _9) (Fig. 4).

A notable feature of the *C. destructivum* genome assembly is the unusually large size of chr1 (7.3 Mb), which is 0.9 Mb longer than the largest chromosome in *C. higginsianum* (6.4 Mb). Genome alignments highlighted a near-complete synteny between chr1 of *Cd*709 and chr2 of *Ch*63 except for a 1.2 Mb subtelomeric region (coordinates chr1 : 6,076,875–7,282,542), for which no similarity was found in *C. higginsianum* (Fig. 4). Synteny between the genes of *Cd*709 and those of *Ch*63 was investigated using SynChro. With stringent settings, 400 syntenic blocks were identified based on 12 135 RBHs. A total of 1,083 genes were found in 47 non-syntenic blocks composed of at least 5 consecutive *Cd*709-specific genes (Tables S7 and S8). The largest non-syntenic block, corresponding to the 1.2 Mb region specific to Cd709 on chr1, contained 305 genes. Mini-chromosome chr12 contained one non-syntenic block of 170 genes, while chr11 was divided into seven non-syntenic blocks, the largest containing 106 genes. Although only 356/1,083 genes inside non-syntenic blocks could be annotated with a GO term, GO enrichment tests revealed that the *Cd*709-specific genes were enriched in protein kinases, protein phosphorylation activity and secondary metabolism process (Table S9). Likewise, effector genes were found to be enriched in non-syntenic blocks whereas CAZymes were depleted (Table S10).

### Validation of the 1.2 Mb non-syntenic region in *C. destructivum* chromosome 1

To verify the large non-syntenic region identified within chr1, we first checked for potential errors in the sequence assembly of this region by manually inspecting long reads spanning the two junctions (Fig. S4). Second, to obtain an assembly-independent validation, PFGE and a Southern hybridization were performed (Fig. 5a, b). A 993 nt probe (coordinates chr1 : 6, 711, 095 to 6, 712, 088) was designed within the 1 Mb non-syntenic region to target a unique locus that avoided TEs (Fig. 5b). This probe is 83.5 % identical to the gene CH63R_14488 located on chromosome 11 of *Ch*63 that was used as a hybridization control.

**Fig. 5.**
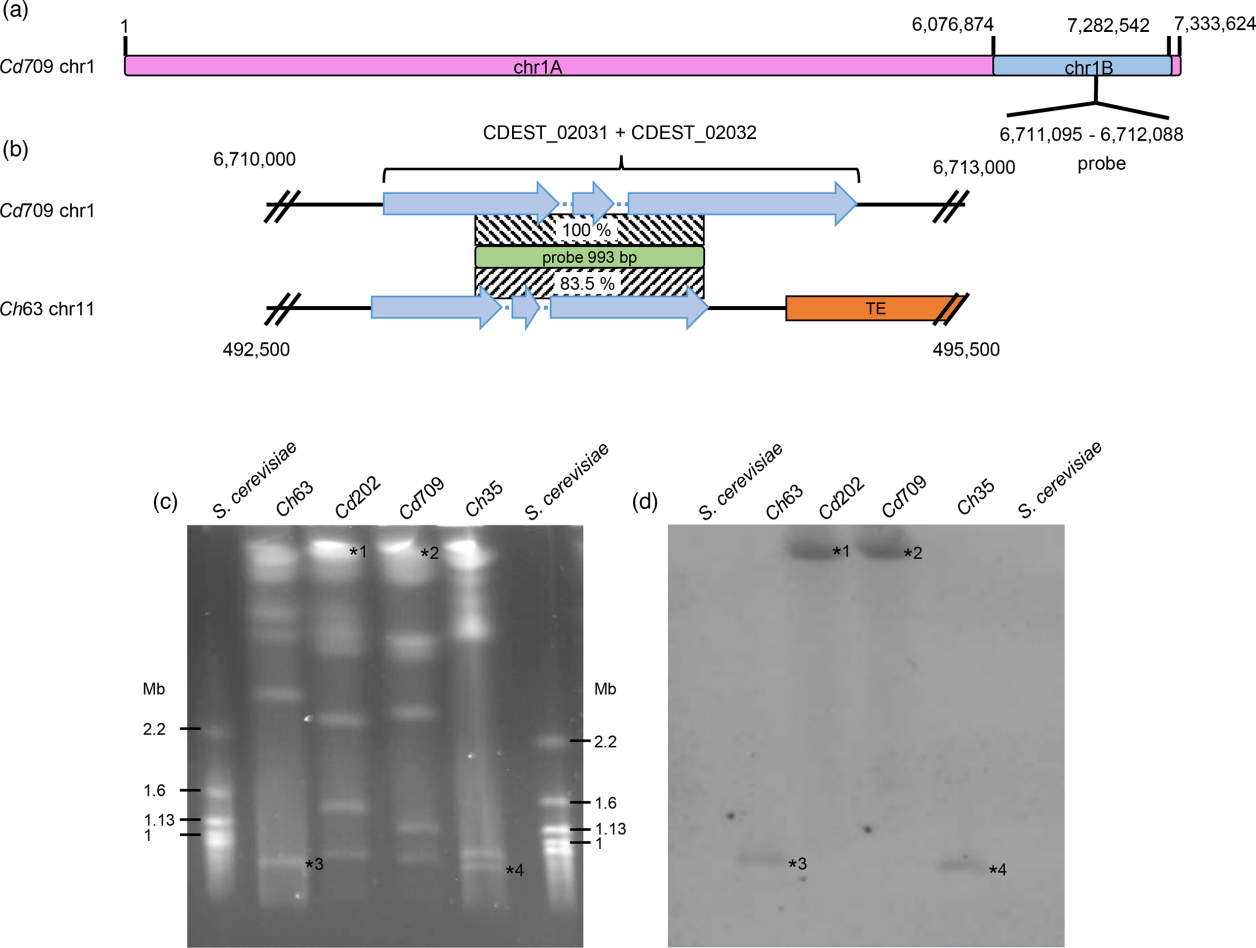
Chromosome 1 of *C. destructivum* has a bipartite structure. (**a**) Scheme of the structure of *Cd*709 chromosome 1. The probe is specific to the mini-chromosome-like part of the chromosome (chr1B). (**b**) Detailed scheme of the regions targeted by the 993 bp DIG-labelled probe in *Cd*709 and in *Ch*63 (chr11: 493,380 to 494,373). Patterned boxes indicate sequence identity of the target regions to the probe. (**c**) PFGE of chromosomal DNA from *C. destructivum* isolates LARS 202 (*Cd*202) and LARS 709 (*Cd*709) compared to *C. higginsianum* isolates IMI 349063 (*Ch*63) and MAFF 305635 (*Ch*35). (**d**) Southern hybridization. Numerals 1 to 4 indicate signals corresponding to chromosomes displayed in (**c**).

Chromosomes of two *C. destructivum* isolates (*Cd*709 and *Cd*202) and two *C. higginsianum* isolates (*Ch*63 and *Ch*35) were separated by PFGE and analysed by Southern hybridization (Fig. 5c, d). For both *C. destructivum* isolates, the probe hybridized to molecules with high molecular weight that could correspond to the largest chromosome, consistent with a location on chr1 (Fig. 5c, d). The high molecular weight signals were absent in the *C. higginsianum* blots, and instead, hybridization signals were detected at a position corresponding to mini-chromosome 11, although these were weak, as expected for a probe with only 83.5 % identity to the target. Overall, our findings validate that a non-syntenic region is embedded within chr1 of *C. destructivum*. Hereafter, we refer to the syntenic and non-syntenic portions as chr1A and chr1B, respectively, and their distinct properties were explored further in the following analyses.

### Region chr1B shows the characteristic features of fungal accessory chromosomes

In many aspects, the region chr1B of *Cd*709 resembled the mini-chromosomes 11 and 12. All three compartments were more AT rich than the core genome. Region chr1B was also highly enriched with TEs, having 32.8 % coverage with TE copies by length, similar to chr11 and chr12 (32.3 and 35.1 %, respectively), whereas the core chromosomes (excluding chr1B) had only 3–6.2 % TE coverage (Fig. 3 and Tables 1 and S1). Moreover, the distribution of TE families in region 1B and the two mini-chromosomes differed markedly from the core chromosomes in that they were all enriched with LINE retrotransposons (44 %, 19 % and 34 % coverage, respectively), compared to only 7 % in the core genome (Fig. S5). LINE TEs are also present in *C. higginsianum* on mini-chromosomes 11 and 12, but their expansion was less striking in this species (7 % and 2 % coverage, respectively) (Fig. S5) than in *Cd*709 [9].

**Table 1.** Characteristics of *C. destructivum* core and mini chromosomes

	*C. destructivum* chromosomes			
	1–**10**(except 1B)	1B region	11	12
Total length	48,456,982 bp	1,205,667 bp	1,275,594 bp	812,569 bp
G+C content	54.7 %	52.3 %	48.7 %	50.2 %
Number of protein-coding genes	14,882	300	278	171
Proportion of genes by length	61.7 %	30.9 %***	32.3 %***	26.8 %***
Proportion of genes with unknown function	21.3 %	42.0 %***	28.4 %*	32.2 %*
Proportion of genes with RNA support	77.0 %	52.0 %***	46.4 %***	59.6 %*
Proportion of CAZyme genes	4.1 %	0.0 %***	1.4 %	1.2 %
Proportion of effector genes	3.0 %	4.3 %	5.4 %*	5.8 %*
Proportion of SMKG	0.7 %	0.0 %	2.9 % ^**^	0.0 %
Proportion of TE by length	4.4 %	32.8 %***	32.3 %***	35.1 %***

Asterisks indicate that the data for chromosomes 1B, 11 orand 12 differ significantly from the core chromosomes (Fisher’s exact test, *** *P*<0.001; **P<0.01; *P<0.05).

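The deposited TPM of each gene were sorted by its position in the assembly, with region chr1B taken as chromosome 1 from 6076875 to 7282542. Gene spans covered 61.7 % of the core chromosomes, but 30.9 % of chr1B, 32.3 % of chr11 and 26.8 % of chr12. Per megabase the densities were closer, at 307 genes on the core chromosomes, 249 on chr1B, 218 on chr11 and 210 on chr12. The median gene was 1731 bp long on the core chromosomes and 1070 bp on chr1B. Of the 14882 core genes, 10725 (72.1 %) were detected in at least 1 library. On chr1B 151 of 300 genes (50.3 %) were detected, an odds ratio of 0.393 to the core (two-sided Fisher's exact test, p = 6.3e-15 after Benjamini-Hochberg adjustment over 3 comparisons). On chr11 119 of 278 genes (42.8 %) were detected, with an odds ratio of 0.290 (p = 1.9e-23 in the same exact test). On chr12 98 of 171 genes (57.3 %) were detected, with an odds ratio of 0.520 (p = 4.9e-05 in the same exact test). The genes are the units of this test, not replicates of a condition, and neighbouring genes are not independent. Each compartment was therefore also ranked among all runs of as many consecutive core genes. The share of chr1B lay below each of 11892 such runs and that of chr11 below each of 12112, whereas that of chr12 lay at percentile 5.31. Matching the core genes on length changed the outcome for chr12 only. Against the median of 10000 random core lists of matched length its odds ratio was 0.782, and its share lay at percentile 4.54 of these lists. For chr1B and chr11 the odds ratios against such lists were 0.621 and 0.420, and their shares lay below all of the lists. For chr1B this did not hold outside its segmental duplications, in a test chosen after the results were seen. The 222 genes there (62.6 % detected) lay within the middle 95 % of core lists matched on their length (57.2 to 68.9 %). Of the 78 genes inside the duplications 15.4 % were detected, and reads shared between copies may have been lost there. In each library taken alone the 3 compartments also had smaller shares of detected genes than the core, but not always beyond the spread of the core runs. In PDB chr1B (45.3 %, against 60.5 % of the core genes) lay at percentile 8.62 and chr12 (42.7 %) at percentile 12.0, whereas chr11 (25.5 %) lay below all runs. At 48 hpi chr1B (23.3 %, against 47.8 % of the core genes) lay below all runs, chr11 (26.3 %) at percentile 0.144 and chr12 (31.6 %) at percentile 7.09. At 72 hpi chr1B (35.0 %, against 63.1 % of the core genes) and chr11 (27.7 %) lay below all runs and chr12 (35.7 %) at percentile 0.709.

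**Figure D1:**
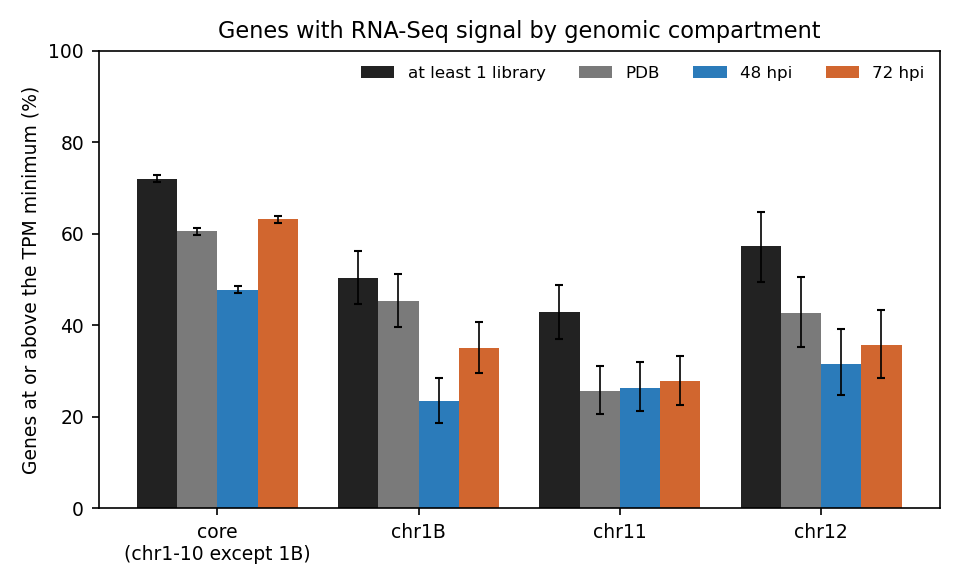
Share of genes at or above the TPM minimum (y axis, %) on the core chromosomes, chr1B, chr11 and chr12, in at least 1 library and in each of the 3 libraries; error bars are 95 % exact binomial confidence intervals, which do not include variation between cultures or infections. In at least 1 library the share is 72.1 % on the core chromosomes and 42.8 % on chr11.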

The examination of the gene content of region chr1B revealed that, similar to the mini-chromosomes, it was overall depleted in protein-coding genes (twofold less than the core chromosomes), contained a significantly larger proportion of genes encoding proteins of unknown function (i.e. annotated as hypothetical proteins) and had fewer expressed genes (RNA-Seq transcript evidence) compared to the core genome (Table 1). Considering categories of potentially pathogenicity-related genes, no CAZyme genes or SMKGs were detected in either region chr1B or chr 12, although eight SMKGs were present on chr11 (Table S6, tab ‘secondary metabolism’), all of which had RNA-Seq transcript support. Moreover, 38 effectors were found in chr1B and the two mini-chromosomes. Remarkably, 36 of these were absent from *C. higginsianum* (had no RBH in *Ch*63), of which 20 were expressed *in planta* (Table S6 tab ‘predicted effectors’). 

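The 36 effector genes without a reciprocal best hit are listed in the part of the effectors tab of Table S6 used here, which holds 147 of 484 rows. They comprise 13 genes on chr1B, 13 on chr11 and 10 on chr12. With the authors' minima, 19 of the 36 were detected in planta, 18 of them at 48 hpi and 17 at 72 hpi. By compartment these were 5 genes on chr1B, 8 on chr11 and 6 on chr12. Of the 19 genes, 12 did not reach the minimum in PDB, and 17 had a higher TPM at 48 hpi than at 72 hpi. The number detected in planta moved most, to 26, when every gene listed above 0 was counted. A further 9 of the 36 genes were listed at 0 in all 3 libraries. The median of the 36 genes was 0 TPM in PDB, 15.5 TPM at 48 hpi and 4 TPM at 72 hpi. On chr1B, 5 of the 13 effector genes lie inside segmental duplications and none of these 5 exceeded 1 TPM in any library. Their reads could be shared with near-identical copies, so their levels are uncertain. On chr12, CDEST_15553 shares 770 bp with the neighbouring CDEST_15552 and the deposited values of both genes are identical, at 274 TPM at 48 hpi, so its level cannot be assigned to one gene.

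**Figure D2:**
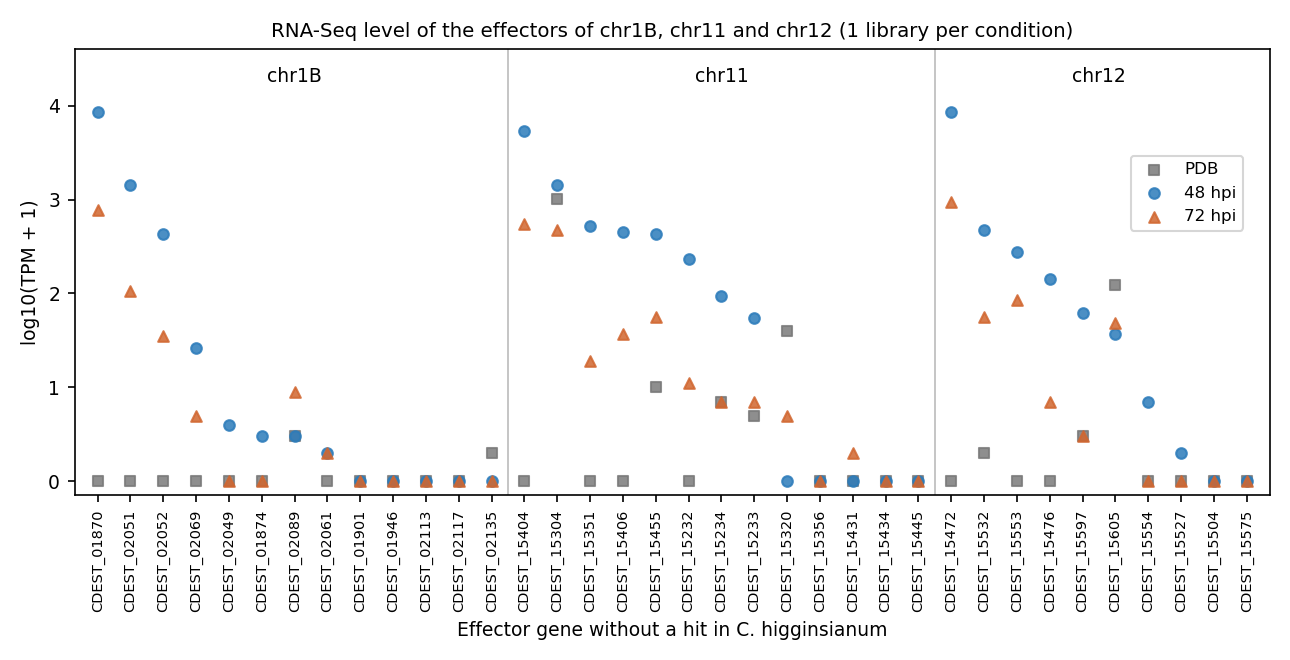
Level of the 36 effector genes in PDB (squares), at 48 hpi (circles) and at 72 hpi (triangles), as log10(TPM + 1), with genes grouped by compartment and ordered by their level at 48 hpi; each symbol is 1 library. At 48 hpi 5 genes lie above 1000 TPM, and 1 gene does so in PDB.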

With 15 and 10 effectors, respectively, the mini-chromosomes 11 and 12 were significantly enriched in putative effectors compared to the core chromosomes whereas no enrichment was observed for the 13 effectors of the chr1B (Table 1). Remarkably, the most highly expressed effectors during the biotrophic phase (48 hpi), namely CDEST_01870 (chr1B) and CDEST_15472 (chr12), were located on mini-chromosome-like regions. This raises the possibility that genes carried in such regions are important for virulence.

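CDEST_15472 lies on chromosome 12 from 72893 to 73696, and CDEST_01870 on chromosome 1 from 6190310 to 6190965. At 48 hpi their levels were 8536 TPM and 8502 TPM. These ranked 2 and 3 among all 15631 genes, after CDEST_00468 on chromosome 1 at 17736 TPM, which Table S6 does not mark as an effector. The levels of CDEST_15472 and CDEST_01870 differed by 0.4 %, and with 1 library at 48 hpi their order cannot be resolved. Among the 165 effector genes listed in the parts of Table S6 used here, the next were CDEST_15404 on chr11 at 5380 TPM and CDEST_10359 on chromosome 6 at 4378 TPM. Effectors in the rows of Table S6 not used here could not be ranked, but no gene other than CDEST_00468 had a higher level than these 2. The 10 highest listed effectors at 48 hpi also include CDEST_15304 (chr11, 1439 TPM), CDEST_02051 (chr1B, 1415 TPM) and CDEST_15351 (chr11, 527 TPM). The list holds 36 of the paper's 38 effectors on chr1B, chr11 and chr12 but only 129 of 446 on the core chromosomes, so it does not show how the highest effectors divide between them. The ranking differed at 72 hpi, where CDEST_01321 at 3511 TPM and CDEST_01501 at 2930 TPM, both on core chromosome 1, were the highest listed effectors. The protein of CDEST_01870 has 62 amino acids, and in Table S6 the values of genes with proteins under 150 amino acids are nearly all multiples of a common step. Levels of such genes may not be comparable with those of genes with longer proteins, which also limits the ranks. From the location of the highest effectors at 48 hpi, the paper raises only the possibility that such regions matter for virulence.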

### Codon usage in region chr1B and the mini-chromosomes differs from the core chromosomes

Analyses of codon usage were used previously to detect differences between the core and accessory chromosomes or lineage-specific compartments of other plant pathogenic fungi [15,50, 51]. We therefore computed the codon usage of CDS located on the core chromosomes, mini-chromosomes and the chr1B region of *Cd*709. Based on a PCA, codon usage on the core chromosomes was very homogeneous, whereas that of the mini-chromosomes and region chr1B clustered together and separately from the core chromosomes (Fig. 6a). To illustrate this in greater detail, we plotted the codon usage for each amino acid and for each chromosome or region (Fig. S6, representative examples are given for three amino acids in Fig. 6b). For these analyses, we excluded the two amino acids (Trp and Met) that are encoded by a single codon. Based on Fisher’s exact tests for each of the remaining 59 codons, almost all the codon usages were different between the core chromosomes on one hand and chr1B, chr11 or chr12 on the other hand. In striking contrast, there were only three differential codon usages between chr1B and chr11 and one between chr1B and chr12. However, chr11 and chr12 were most different from each other with 15 differential codons (Table S12; adjusted *P*<0.001).

**Fig. 6.**
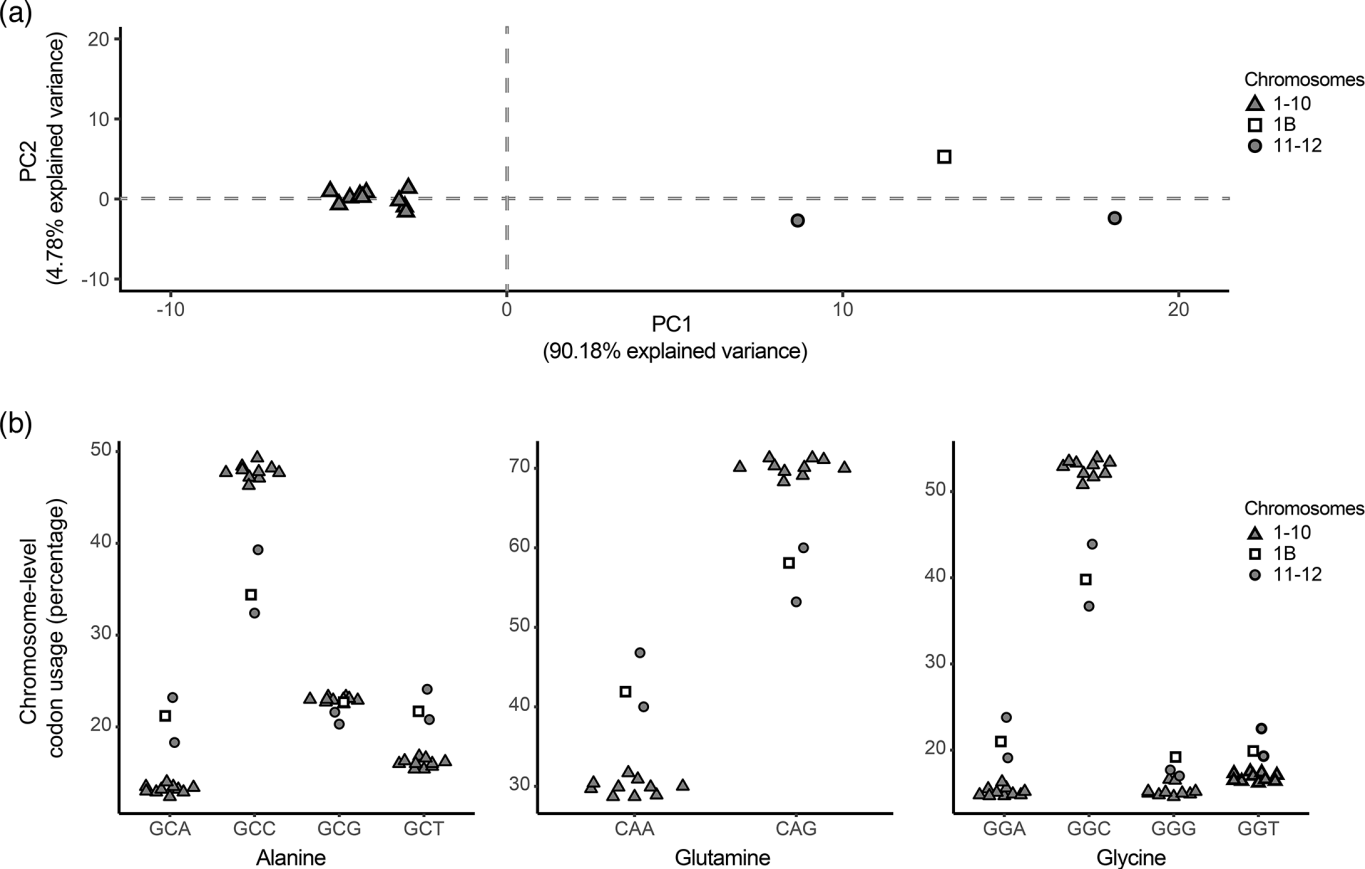
Codon usage bias in the core and mini-chromosomes of *C. destructivum*. (**a**) PCA of codon usage for all amino acids on each chromosome. The region chr1B was considered separately from the rest of chr1. The first two axes accounted for 95 % of the variance. PC, Principal Component. (**b**) Plots showing codon usage bias for three amino acids (alanine, glutamine and glycine) in genes located on core chromosomes (1 to 10 excluding region 1B), mini-chromosomes 11 and 12 and region 1B. Codon usage on chr11, chr12 and region chr1B differed significantly from that on core chromosomes (Fisher’s exact test, *P*<0.001) for the ten codons presented except GCG (all comparisons) and GGG (chr12 vs core). Other amino acids are displayed in Fig. S6. The significance is reported for all the codons in the Table S12.

### Region chr1B is a hotspot for segmental duplications

The genome of *Cd*709 was inspected for SDs, as described previously for *C. higginsianum* [9]. A total of 48 duplications involving genes were detected on 4 chromosomes (chr1, chr6, chr11 and chr12). Among them, 12 duplications were larger than 10 kb (Fig. 7) of which only 3 were inter-chromosomal (all involving chr12). Similar to *C. higginsianum* [9], these inter-chromosomal duplications were all associated on at least one side with TEs, supporting a potential role of TEs in duplication (Fig. S7). However, in contrast to *C. higginsianum*, these duplications did not take place preferentially near telomeres.

**Fig. 7.**
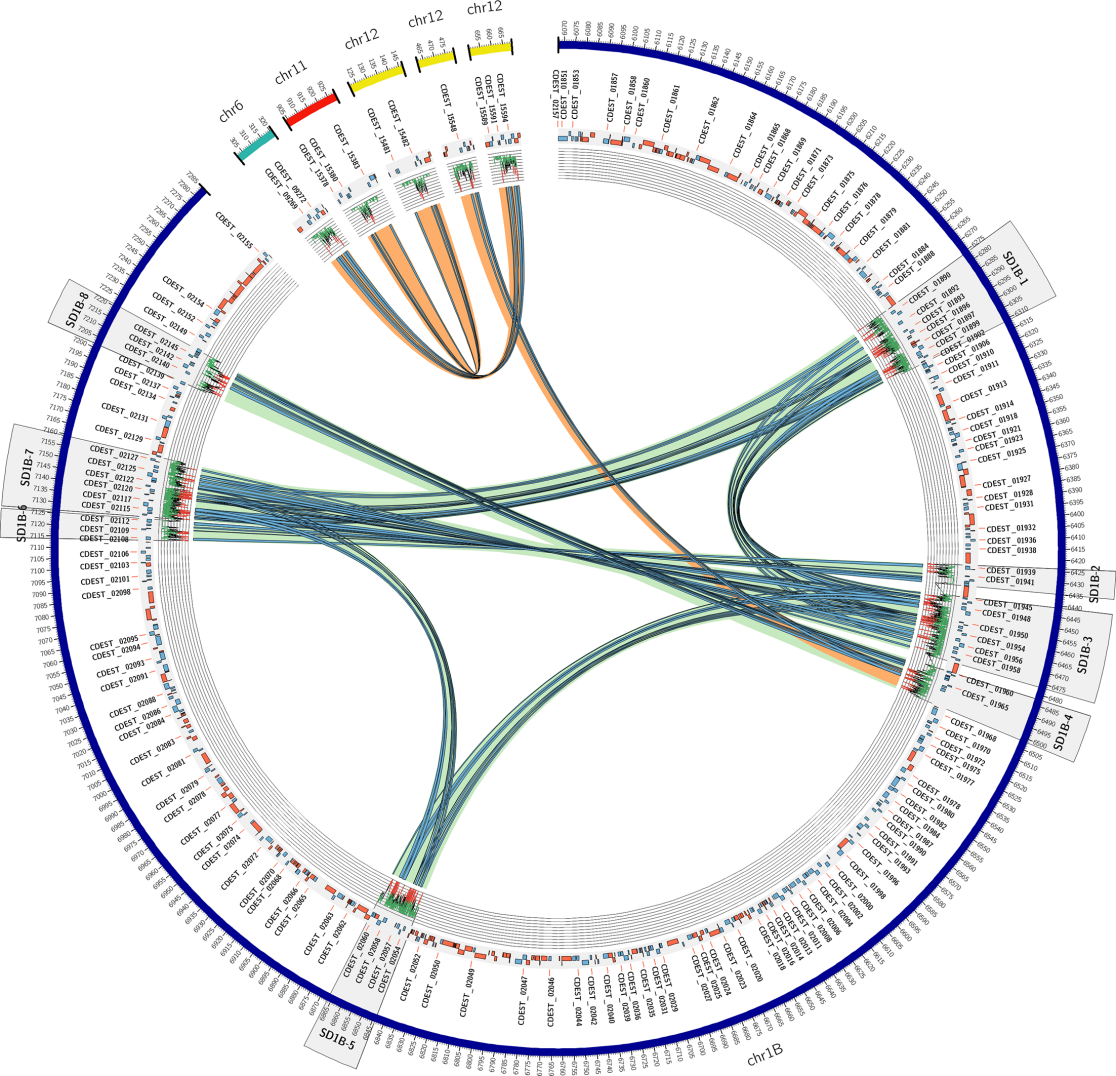
Circos plot showing *C. destructivum* SDs larger than 10 kb found with SDDetector. The blue and red tracks represent genes and TEs, respectively. The light green and orange arcs indicate intra-chromosomal and inter-chromosomal duplications, respectively. Duplicated genes are highlighted by blue arcs. The level of sequence similarity along the duplications is shown by a line graph with a colour scale where green indicates greater than 95 % similarity, black between 95 % and 90 % similarity and red below 90 % similarity. A sliding window of 100 bps was used to calculate and display sequence similarity from large alignments. The scale displayed on the graph ranges from 100% to 85 % similarity.

A remarkable feature of region chr1B was that it showed a strong intra-chromosome duplication pattern, with some regions replicated up to three times (Fig. 7). Assembling large duplications can be difficult even with long-read sequences [52]. To check for possible bias during assembly, the eight largest intra-chromosome duplications on chr1B were inspected manually (Table S13). Due to the problem of multiple reads mapping to duplicated regions, we considered only uniquely mapped reads. Consequently, the read coverage of these eight regions was on average twofold lower than the non-duplicated regions. No other regions of chr1B showed a significant decrease in coverage, and the extremities of the SD regions were well anchored to chr1B. Reads were identified spanning the 2 smallest duplications, SD1B-2 (10 reads) and SD1B-6 (22 reads), but other duplicated regions were too large (>16 kb) to be spanned by single PacBio reads. Finally, the short-read RNA-Seq data used to annotate the genome were also employed to detect mutations within the duplicated genes. 

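The 8 segmental duplications of chr1B listed in Table S13 contain 78 of its 300 genes. Only 12 of these 78 genes (15.4 %) reached the TPM minimum of at least 1 library, against 139 of the 222 other chr1B genes (62.6 %), an odds ratio of 0.109 (two-sided Fisher's exact test, p = 2.0e-13). The 78 genes lie in blocks that are partly copies of one another, so they are not independent and this p-value overstates the evidence. When 8 blocks of as many neighbouring genes were placed at random along chr1B, a test chosen after the result was seen, the median was 39 detected genes and the lowest of 10000 placements 17 (one-sided permutation p = 1e-04, the smallest these placements can give). These placements do not allow for the similarity between copies. In PDB 11 of the 78 genes were detected, at 48 hpi 0 and at 72 hpi 1. This gene was CDEST_02060, at 15 TPM, in SD1B-5 (chromosome 1, 6844058 to 6866689). The minimum is lowest in PDB, so the numbers detected per library do not compare levels between libraries. Summed over the 78 genes, the levels amounted to 129 TPM in PDB, 32 TPM at 48 hpi and 38 TPM at 72 hpi. The 222 other genes summed to 9423, 16073 and 13553 TPM. No gene inside the duplications exceeded 46 TPM in any library. The number of detected genes inside them was 27 when every gene above 0 TPM was counted, and 2 at 5 times the minimum. Each duplicated region held 1 or 2 detected genes. The deposited values do not show how reads that map to several copies were treated, so the level of a duplicated gene is uncertain.

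**Figure D3:**
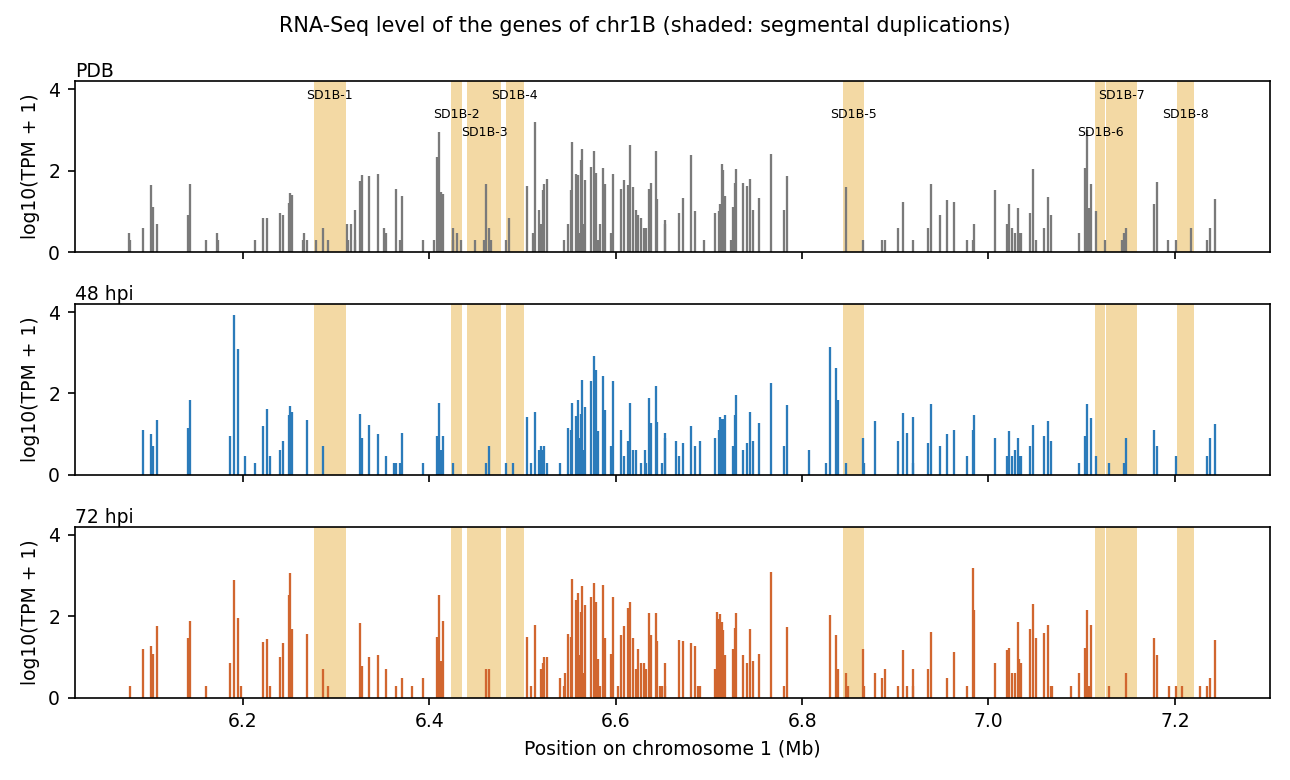
Level of each chr1B gene, as log10(TPM + 1), at its position on chromosome 1 (Mb) in PDB, at 48 hpi and at 72 hpi; each line is 1 gene in 1 library, and the shaded areas are the 8 segmental duplications. Inside the shaded areas the highest level is 46 TPM, whereas outside them it reaches 8502 TPM at 48 hpi.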

Mutations were detected in all the duplicated regions, albeit with the support from only few reads in most cases. Taken together, these results support the reliability of the observed duplications in region chr1B.

To gain insight into the possible origin of region chr1B, we examined the conservation of the 300 genes contained within this region in the genomes of 23 other *Colletotrichum* species (Table S14). As expected, given that *C. destructivum* and *C. higginsianum* belong to the same species complex [3], the total proteome of *Cd*709 showed the greatest similarity to that of *Ch*63 (14 372 conserved proteins). Surprisingly, however, the chr1B proteome shared most conserved proteins with a phylogenetically distant species, namely, *C. truncatum* (217 protein matches, compared to only 134 matches in *C. higginsianum*) [53]. Almost half of the genes shared with *C. truncatum* were involved in SDs within the *Cd709* chr1B. Remarkably, the region triplicated in SD1B-1, SD1B-3 and SD1B-7 was also found in a large duplicated region represented by two contigs within the *C. truncatum* genome assembly (Fig. S8) [54], which may be located on a mini-chromosome due to their low GC content (49.0 %, compared to 51.2 % in the longer contigs of *C. truncatum*). Other genes located within the *Cd709* SD1B-1 duplications had Blast matches that were mostly restricted to *C. incanum*, *C. spaethianum* and *C. tofieldiae* (Spaethianum species complex), *C. salicis* and *C. nymphaeae* (Acutatum species complex), *C. fructicola* (Gloeosporioides species complex), *C. sublineola* (Graminicola species complex) and *C. orchidophilum*, which vary in their phylogenetic distance from *C. destructivum* [53]. The absence of these gene sequences from the *C. higginsianum* genome was confirmed by TBLASTN searches against the NCBI wgs Colletotrichum database (266 genomes).

Examination of the gene content in duplicated regions of chr1B gave few clues to their possible role in the host interaction or the advantage for the fungus to maintain multiple mutated copies of these genes. One gene duplicated four times (CDEST_01898, CDEST_01949, CDEST_02058 and CDEST_02116) encoded a major facilitator superfamily transporter. 

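The 4 copies lie on chromosome 1 inside segmental duplications. CDEST_01898 spans 6301787 to 6303595 in SD1B-1, CDEST_01949 spans 6448535 to 6450456 in SD1B-3, CDEST_02058 spans 6857751 to 6859559 in SD1B-5 and CDEST_02116 spans 7132314 to 7134122 in SD1B-7. CDEST_01949 is 1922 bp long, and each of the other copies is 1809 bp long. In the deposited TPM, CDEST_01898, CDEST_02058 and CDEST_02116 were listed at 0 in PDB, at 48 hpi and at 72 hpi. CDEST_01949 was listed at 1 TPM in PDB and at 0 in both in planta libraries, below the minimum of each. Reads shared between such copies may not have been assigned to any of them, so a level of 0 does not show that none is transcribed.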

The five genes duplicated between SD1B-2 and SD1B-6 comprised four FAD-binding domain-containing proteins and a patatin-like serine hydrolase.

## Discussion

In this study, we present a chromosome-level reference assembly of the *C. destructivum* genome, a phytopathogen causing anthracnose disease principally on species of *Medicago* and *Trifolium* (Fabaceae). Among other members of the Destructivum species complex, which currently contains 17 recognized species [3], the genomes of *C. lentis, C. tanaceti* and *C. shisoi* were sequenced previously, but the resulting assemblies were highly fragmented, containing 2,980, 5,242 and 36,350 contigs, respectively [8,11, 12]. Using PacBio long-read sequencing, we were able to generate a gapless assembly of the *Cd*709 genome, which, together with that of *Ch*63 [9], provides a second complete genome within the Destructivum species complex, facilitating future comparative genomic analyses within this important group of plant pathogens.

Alignment of the *Cd*709 genome assembly with those of *C. higginsianum* strains *Ch*63 and *Ch*35 revealed large-scale chromosome rearrangements between the two closely related species. Some of these rearrangements were potentially mediated by a recombination between homologous regions containing TEs, which flanked one or both of the breakpoints. Similar TE-mediated chromosome rearrangements were previously reported at the intra-species level in *C. higginsianum* [10]. Our analysis of synteny between the genomes of *Cd*709 and *Ch*63 also revealed the presence of a 1.2 Mb species-specific region within chr1 of *Cd*709, which we called chr1B. This ‘accessory region’ (AR) displays many of the hallmarks that characterize fungal mini-chromosomes, or ‘accessory chromosomes’, in that it is AT rich, transposon rich and gene poor and has a distinct codon usage [51,55,57]. In all these respects, chr1B resembles the mini-chromosomes chr11 and chr12 but is strikingly different from the rest of Chr1 and other core chromosomes of *Cd*709. The TE enrichment observed in chr1B and both mini-chromosomes is largely caused by the specific expansion of LINE and TIR elements in these compartments, unlike the core chromosomes where the Gipsy TE family predominates.

Using PFGE and Southern hybridization with a probe specific to chr1B, we were able to confirm that this AR is carried not only on chr1 of *Cd*709 but also on the largest chromosome of *Cd*202, despite the widely separated geographical origins of these two isolates (Saudi Arabia and Morocco, respectively). The analysis of a larger collection of *C. destructivum* isolates is now needed to determine the extent to which chr1B is conserved within this pathogen species. The presence of an AR embedded within a core chromosome has been reported in other plant pathogenic fungi. For example, isolates of the T race of *Cochliobolus heterostrophus* harbour an AR of about 1.2 Mb distributed between two core chromosomes that contain the *Tox1* locus producing the T-toxin polyketide [58,59]. In *Verticillium dahliae*, chr3 and chr4 each harbours two ARs of ~300 kb [60], while in *Fusarium poae*, a 204 kb block with AR characteristics is inserted near one telomere of chr3 [57]. However, it should be noted that in these two examples, the inserted AR blocks are fourfold to sixfold smaller than chr1B of *Cd*709.

Our working hypothesis is that the AR chr1B arose by the integration of a mini-chromosome into a core chromosome of *C. destructivum*, but the mechanism by which this occurred is unclear. Despite the subtelomeric position of chr1B, its integration is unlikely to have resulted from the telomeric fusion of a mini-chromosome with a core chromosome because it is flanked on both sides by portions of chr1, both of which are highly syntenic to chr2 of *C. higginsianum*. A chromosome containing distinct regions characteristic of core and accessory chromosomes was previously reported in the genome of *C. fructicola* strain Nara gc5 [61]. In this case, the chimeric chromosome, called Nara_c11, is smaller (2.8 Mb) than *Cd*709 chromosome 1 (7.3 Mb) and the TE-rich, gene-poor AR occupies most of the chromosome (66 % by length), in contrast to *Cd*709 chr1B, which occupies only 16 %. A further difference to *Cd*709 chr1B is that the AR of Nara_c11 includes a telomere, suggesting that in this case, the chimeric chromosome arose through a different mechanism. Taken together, our findings provide further evidence for genetic exchange between core and accessory genomic compartments in *Colletotrichum* species [61]. In other fungi, chromosome breakage-fusion-bridge cycles have been invoked not only in the creation of accessory chromosomes from core chromosomes [62] but also in their reintegration into core chromosomes [63].

A distinguishing feature of the chr1B AR is that it has undergone extensive region-specific SDs. Some inter-chromosomal SDs in *Cd*709 were associated with TEs at one or both of their borders, as we found previously in *Ch*63 [9], but there was little evidence that the region-specific SDs in chr1B were mediated by TEs. Similarly, the AR of *C. fructicola* chromosome Nara_c11 was found to be implicated in numerous intra- and inter-chromosomal SDs, but as in *Cd*709, these were not consistently flanked by TEs [61]. Among fungal pathogens, SDs can play important roles in generating genetic diversity and novel gene functions, either at the level of expression or CDS [64,65]. A recent study on *Fusarium* strains infecting banana also highlighted the importance of SDs in driving the evolution of ARs and the effector genes contained within them [66]. Although the *C. destructivum* genome contains a complete Mat1-2-1 mating-type locus (Table S6, tab MAT1-2-1) and should therefore be capable of sexual reproduction, this has never been observed [3,67]. In this context, SD may therefore provide an important mechanism for generating genetic diversity for host adaptation in this essentially asexual pathogen.

A remarkable finding was that some segmentally duplicated blocks of genes within chr1B of *C. destructivum* are conserved and syntenic with duplicated regions in the genome of *C. truncatum*, a species that is phylogenetically very distant [53]. Given that these two taxa diverged ~60 million years ago [68], soon after speciation in *Colletotrichum*, these SDs may be very ancient and have been selectively retained in some species and lost in others. Alternatively, these duplicated regions may have been acquired by horizontal chromosome transfer (HCT) from another species to a common ancestor, or through independent transfers to *C. destructivum* and *C. truncatum*. HCT would be consistent with the distinct codon bias in chr1B and the taxonomic incongruity of many genes within this region. The horizontal transfer of a mini-chromosome between vegetatively incompatible biotypes of *C. gloeosporioides* was shown experimentally [69,70], and it is well documented that genetic material can be exchanged following fusion between conidial anastomosis tubes of the same, or even different, *Colletotrichum* species [71,73].

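Of the 300 chr1B genes, 111 (37.0 %, 95 % exact binomial confidence interval 31.5 to 42.7 %) were detected in the libraries from infected cotyledons, against 64.7 % of the core genes. At 48 hpi 70 of them were detected and at 72 hpi 105, with 64 genes at both times. Among the 111 genes, 15 did not reach the minimum in PDB, while 40 other chr1B genes were detected in PDB but not in planta. The minimum is lower in PDB (1.88 TPM) than at 48 hpi (9.38 TPM) and 72 hpi (4.90 TPM). A gene detected only in PDB can therefore have an equal or higher level in planta, and these numbers do not compare levels. The genes of chr1B, which make up 1.92 % of all genes, held 0.956 % of the summed TPM in PDB, 1.61 % at 48 hpi and 1.36 % at 72 hpi. Without CDEST_01870, the gene with the highest level of the region, its share at 48 hpi was 0.760 %. At 72 hpi the share without it was 1.28 %. Of the 151 chr1B genes detected in at least 1 library, 97 had a lower TPM at 48 hpi than in PDB and 47 a higher one, and at 72 hpi 69 had a lower and 77 a higher one. Their median log2 ratio to PDB, with 1 TPM added, was -0.65 at 48 hpi and 0.09 at 72 hpi, against 0.35 and 0.68 for the core genes.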

Chr1B contains a variety of genes with potential roles in fungal virulence, some of which were expressed during infection. These include genes encoding 13 candidate-secreted effector proteins, 8 protein kinases, 5 major facilitator superfamily membrane transporters, 5 heterokaryon incompatibility (HET) proteins and 8 putative transcription factors (TFs) (Table S6). It is interesting to note that, similar to chr1B, the accessory ‘pathogenicity chromosome’ of *Fusarium oxysporum* f.sp. *lycopersici* is enriched not only with effector genes but also with genes encoding protein kinases, membrane transporters, HET proteins and TFs, of which one TF was shown to regulate the expression of plant-induced effector genes [74,75]. 

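All 13 effector genes of chr1B are in the part of Table S6 used here, and 5 of them were detected in planta. CDEST_02052 reached 433 TPM at 48 hpi and 34 TPM at 72 hpi, and CDEST_02069 reached 25 TPM at 48 hpi, and both were listed at 0 in PDB. CDEST_02089 had 2 TPM in PDB, 2 TPM at 48 hpi and 8 TPM at 72 hpi. The other roles could be examined only for the 144 of the 300 chr1B genes whose descriptions are in the rows of Table S6 used here, by words in these descriptions, so the genes found are not the paper's full lists. Of 3 genes described as kinases, 1 was detected in planta. This was CDEST_01968 (chromosome 1, 6503221 to 6506689), at 40 TPM in PDB, 26 TPM at 48 hpi and 30 TPM at 72 hpi. Of 2 major facilitator superfamily transporters, CDEST_01898 and CDEST_01949, 0 were detected in planta. These transporters lie inside segmental duplications (SD1B-1 and SD1B-3), and reads shared between copies may not have been assigned. Their levels of 0 in planta therefore do not show that they are not transcribed. Both genes described as transcription factors or zinc finger proteins were detected in planta. They were CDEST_01879, with 8 TPM in PDB, 3 TPM at 48 hpi and 9 TPM at 72 hpi, and CDEST_01869, described by a DnaJ domain and a C2H2 zinc finger, with 0 TPM in PDB, 8 TPM at 48 hpi and 6 TPM at 72 hpi. At 5 times the minima neither reached detection. No description among the 144 genes named a HET protein.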

TFs were also found to be enriched in the four lineage-specific ARs of *V. dahliae* [60]. Overall, the gene content of chr1B suggests that it may contribute to *C. destructivum* pathogenicity. This was demonstrated experimentally for ARs in two other members of the Destructivum species complex, namely, chr11 of *C. higginsianum* (isolate *Ch*35), which was essential for virulence on *A. thaliana* [17], and chr11 of *C. lentis*, which was required for virulence on lentil [12]. 

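The deposited table lists CDEST_01870, CDEST_15404 and CDEST_15472 at 0 TPM in PDB, so no ratio to PDB is given for them. The unrounded PDB values in Table S6 are 0.497 TPM for CDEST_01870 and 0.166 TPM for CDEST_15404 and CDEST_15472. The value of 0.166 TPM is also the step in which PDB values of genes with proteins under 150 amino acids move. Differences and ranks from the unrounded values therefore rest on 1 such step for CDEST_15404 and CDEST_15472. CDEST_15404 lies on chromosome 11 from 1034233 to 1035034 and ranked 12 among all genes at 48 hpi. On the log2 scale with 1 TPM added to each value, the difference from PDB at 48 hpi was 13.05 for CDEST_01870, 12.39 for CDEST_15404 and 13.06 for CDEST_15472. These differences depend on the value added, and lay between 9.07 and 9.74 when 10 TPM was added in place of 1 TPM. With the unrounded values of Table S6, a choice made after seeing the data, and 1 TPM added they were 12.47 for CDEST_01870, 12.17 for CDEST_15404 and 12.84 for CDEST_15472, which ranked 2, 3 and 1 among the 165 listed effectors. With 0.1 TPM added to the unrounded values, CDEST_10359 on chromosome 6 ranked first and these genes ranked 4, 3 and 2, so the order by induction depends on the value added. At 72 hpi the levels were 781 TPM for CDEST_01870, 549 TPM for CDEST_15404 and 929 TPM for CDEST_15472. Each of the 3 genes therefore had a level at 48 hpi between 9.19 and 10.9 times that at 72 hpi. At 72 hpi CDEST_01501 on chromosome 1 had the largest difference from PDB among the listed effectors, 10.52 with 1 TPM added. Of the 36 effectors of chr1B, chr11 and chr12 without a reciprocal best hit, 16 were detected at 48 hpi with a log2 difference from PDB of at least 1.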

In the case of *Cd*709, it is noteworthy that the three most highly expressed and plant-induced effector genes are all located in ARs, namely, CDEST_01870 on chr1B, CDEST_15404 on chr11 and CDEST_15472 on chr12. These and other pathogenicity-related genes carried within these genomic compartments will provide interesting candidates for future functional analysis.

Finally, we show here that *Cd*709 can complete its life cycle not only on its original host, *M. sativa*, but also on the widely studied model legume, *M. truncatula*. Until now, the only other *Colletotrichum* species known to attack *M. truncatula* was *C. trifolii*, which belongs to the phylogenetically distant Orbiculare species complex and uses a different infection process where the biotrophic phase extends to many host cells [76,77]. With complete genome assemblies and high-quality gene annotations available for both partners, together with abundant genetic tools and resources on the plant side, the *C. destructivum–M. truncatula* interaction could provide a tractable new model pathosystem for studying hemibiotrophic fungal interactions with Fabaceae hosts. Our identification of susceptible and resistant *M. truncatula* accessions also raises the possibility that natural variation among accessions could be exploited to analyse the genetic basis of resistance to *C. destructivum* [78].

## supplementary material

10.1099/mgen.0.001283 Uncited Supplementary Material 1.

10.1099/mgen.0.001283 Uncited Supplementary Material 2.

10.1099/mgen.0.001283 Uncited Supplementary Material 3.

# Supplementary material for: Complete genome of the Medicago anthracnose fungus, Colletotrichum destructivum, reveals a mini-chromosome-like region within a core chromosome
**Source:** Microb Genom. 2024 Aug 21;10(8):001283. doi: 10.1099/mgen.0.001283
**Supplement:** Uncited Supplementary Material 1.

Supplementary information for

# Complete genome of the Medicago anthracnose fungus, *Colletotrichum destructivum*, reveals a mini-chromosome-like region within a core chromosome

Nicolas Lapalu<sup>1§</sup>, Adeline Simon<sup>1§</sup>, Antoine Lu<sup>1</sup>, Peter-Louis Plaumann<sup>2</sup>, Joëlle Amselem<sup>3</sup>, Sandrine Pigné<sup>1</sup>, Annie Auger<sup>1</sup>, Christian Koch<sup>2</sup>, Jean-Félix Dallery<sup>1#</sup>, Richard J. O'Connell<sup>1#</sup>

<sup>§</sup> These authors contributed equally.

**Table S1:** List of *Medicago truncatula* accessions used in this study and their infection phenotypes with *Colletotrichum destructivum* LARS 709.

| Accession ID | Hapmap ID | Country of origin | Infection phenotype |
|--------------|-----------|-------------------|---------------------|
| DZA016-F     | HM048     | Algeria           | Resistant           |
| DZA210-5     | HM083     | Algeria           | Susceptible         |
| DZA327-7     | HM011     | Algeria           | Susceptible         |
| ESP074-A     | HM056     | Spain             | Susceptible         |
| ESP155-D     | HM057     | Spain             | Susceptible         |
| ESP163-E     | HM058     | Spain             | Resistant           |
| R108-C3*     | HM029     | Israel            | Resistant           |
| SA03648      | HM068     | Portugal          | Susceptible         |
| SA12451      | HM075     | Italy             | Resistant           |

\* R108-C3 (R108) was derived by *in vitro* selection from the natural accession 108-1 (Hoffmann et al. 1997) and is now considered to be *M. truncatula* ssp. *tricycla*.

**Table S2:** *Colletotrichum* spp. mitochondrial genomes used as reference for assembly of the *C. destructivum* mitochondrial genome with Organelle\_PBA

| Species/Strain                             | Size (bp) | Accession number              |
|--------------------------------------------|-----------|-------------------------------|
| <i>C. acutatum</i> KC05                    | 30892     | NC_027280.1/KR349346.1        |
| <i>C. fioriniae</i>                        | 30020     | NC_030052.1/KU375885.1        |
| <i>C. graminicola</i> M1.001               | 39649     | MT: NW_007361658.1/CM001021.1 |
| <i>C. lindemuthianum</i>                   | 36957     | NC_023540.1/KF953885.1        |
| <i>C. lupini</i> CBS 119142                | 36554     | NC_029213.1/KT918406.1        |
| <i>C. salicis</i>                          | 33950     | NC_035496.1/KY774449.1        |
| <i>C. tamarilloi</i>                       | 30824     | NC_029706.1/KU196965.1        |
| <i>C. lindemuthianum</i> isolate 89 A2 2-3 | 37446     | MF595869.1                    |
| <i>C. lindemuthianum</i> isolate 83.501    | 37440     | MF595868.1                    |
| <i>C. aenigma</i> XY15                     | 57252     | KX885105.1                    |
| <i>C. gloeosporioides</i> LQ33             | 55169     | KX885104.1                    |
| <i>C. siamense</i> YT02                    | 53317     | KX885103.1                    |
| <i>C. siamense</i> SQ01                    | 54645     | KX885102.1                    |
| <i>C. siamense</i> LQ22                    | 58666     | KX885101.1                    |
| <i>C. siamense</i> ZH01                    | 52671     | KX885100.1                    |
| <i>C. siamense</i> ZH03                    | 54658     | KX885099.1                    |
| <i>C. siamense</i> ZH02                    | 54679     | KX885098.1                    |
| <i>C. fructicola</i>                       | 56051     | KX034082.1                    |

**Table S3:** Classification of transposable element (TE) consensus sequences identified in the *Colletotrichum destructivum* genome. Sequences were classified according to [28]. The number and mean length of the different consensus sequences (i.e. non-redundant sequences) per TE superfamily are indicated. The total number of copies in the genome, as well as the number of complete copies, and the corresponding genome coverages were computed. LTR: long terminal repeat, LINE: long interspersed element, TIR: terminal inverted repeat, MITE: miniature inverted-repeat transposable element.

| Order                             | Superfamily   | Wicker Code | Number of consensus | Length consensus in bases | Number of copies | Coverage in Kb (%)  | Number of complete copies | Coverage by complete copies in Kb (%) |
|-----------------------------------|---------------|-------------|---------------------|---------------------------|------------------|---------------------|---------------------------|---------------------------------------|
| <b>Class I (retrotransposons)</b> |               |             |                     |                           |                  |                     |                           |                                       |
| LTR                               | Copia         | RLC         | 4                   | 5970 (+/- 1864)           | 153              | 301 (0.58%)         | 39                        | 245 (0.47%)                           |
|                                   | Gypsy         | RLG         | 7                   | 10762 (+/- 5480)          | 719              | 1489 (2.88%)        | 106                       | 699 (1.35%)                           |
| LINE                              | I             | RII         | 6                   | 5968 (+/- 881)            | 289              | 508 (0.98%)         | 61                        | 350 (0.68%)                           |
|                                   | Other         | RIX         | 1                   | 2598                      | 12               | 7 (0.01%)           | 1                         | 3 (0.01%)                             |
| <b>Class II (DNA transposons)</b> |               |             |                     |                           |                  |                     |                           |                                       |
| TIR                               | Tc1-Mariner   | DTT         | 18                  | 1877 (+/-15)              | 401              | 355 (0.69%)         | 136                       | 255 (0.49%)                           |
|                                   | hAT           | DTA         | 3                   | 2545 (+/- 921)            | 67               | 109 (0.21%)         | 28                        | 83 (0.16%)                            |
|                                   | PiggyBac      | DTB         | 2                   | 2246 (+/- 50)             | 60               | 52 (0.10%)          | 18                        | 41 (0.08%)                            |
|                                   | PIF-Harbinger | DTH         | 1                   | 3061                      | 30               | 22 (0.04%)          | 5                         | 15 (0.03%)                            |
|                                   | Other         | DTX         | 1                   | 721                       | 7                | 3 (0.01%)           | 4                         | 3 (0.01%)                             |
| Helitron                          |               | DHX         | 1                   | 11678                     | 56               | 280 (0.54%)         | 22                        | 257 (0.50%)                           |
| MITE                              |               | DXX-MITE    | 2                   | 614 (+/- 302)             | 26               | 7 (0.01%)           | 5                         | 4 (0.01%)                             |
| Uncaracterized TEs                |               |             | 3                   | 858 (+/- 342)             | 95               | 44 (0.08%)          | 32                        | 29 (0.06%)                            |
| <b>TOTAL</b>                      |               |             | <b>49</b>           |                           | <b>1915</b>      | <b>3177 (6.14%)</b> | <b>457</b>                | <b>1983 (3.83%)</b>                   |

**Table S4:** RNA-Seq transcriptome assembly parameters and metrics: StringTie parameters and assembly results for the three RNA-Seq conditions, namely *Colletotrichum destructivum* isolate LARS 709 mycelium grown in Potato Dextrose Broth (PDB) medium, infected *Medicago sativa* cotyledons at 48 hours post-inoculation (hpi) and infected M. sativa cotyledons at 72 hpi.

|                                      | PDB   | 48 hpi | 72 hpi |
|--------------------------------------|-------|--------|--------|
| Uniquely mapped reads                | 93%   | 2.5%   | 6.5%   |
| Mean coverage depth (no. of reads)   | 82    | 16     | 33     |
| StringTie no. of reads junction (-j) | 10    | 3      | 5      |
| TPM threshold                        | 1.88  | 9.38   | 4.90   |
| No. of transcripts                   | 16122 | 13901  | 15081  |
| No. of genes                         | 15209 | 13496  | 14338  |
| Mean transcript length               | 1469  | 1169   | 1482   |
| Standard deviation                   | 1255  | 952    | 1148   |
| Median                               | 1134  | 883    | 1202   |
| Minimum                              | 150   | 150    | 150    |
| Maximum                              | 23615 | 13099  | 13082  |
| Mean read coverage                   | 129   | 21     | 47     |
| Standard deviation                   | 763   | 83     | 258    |
| Median                               | 16    | 6      | 12     |
| Minimum                              | 4     | 3      | 4      |
| Maximum                              | 38440 | 3168   | 24873  |
| Mean TPM                             | 54    | 63     | 58     |
| Standard deviation                   | 319   | 243    | 317    |
| Median                               | 6     | 18     | 15     |
| Minimum                              | 1.88  | 9.38   | 4.90   |
| Maximum                              | 16091 | 9184   | 30486  |

RNA-seq libraries were prepared from total RNA isolated from the following samples:

PDB = mycelium grown in potato dextrose broth

48 hpi = infected *Medicago sativa* cotyledons at 48 h post inoculation

72 hpi = infected *Medicago sativa* cotyledons at 72 h post inoculation

TPM = transcripts per million

**Table S5:** Genome annotation statistics for *Colletotrichum destructivum* isolate LARS 709: Results of structural annotation (gene and transposable element prediction) and functional annotation (Carbohydrate-Active enZymes, candidate secreted effector proteins and secondary metabolism key enzymes).

| Annotation statistics                                        |               |
|--------------------------------------------------------------|---------------|
| Coverage by Transposable Elements                            | 6.2%          |
| Number of predicted genes                                    | 15 631        |
| Number of genes with RNA-Seq support                         | 11 853        |
| Number of genes with protein support                         | 15 172        |
| Average gene length (bp)                                     | 1976          |
| Average exon length (bp)                                     | 649           |
| Average number of exons per gene                             | 2.79          |
| Average intron length (bp)                                   | 88            |
| Average number of introns per gene                           | 1.79          |
| Number of mono-exon genes                                    | 4055          |
| Average CDS length (bp)                                      | 1378          |
| Annotation completeness (BUSCO)*                             |               |
| Complete proteins                                            | 1309 (99.54%) |
| Fragmented proteins                                          | 5 (0.38%)     |
| Missing proteins                                             | 1 (0.08%)     |
| Number of predicted CAZymes                                  | 619           |
| Number of predicted effector proteins                        | 484           |
| Number of predicted secondary metabolism key enzymes (SMKEs) | 110           |

\* BUSCO = Benchmarking Universal Single-Copy Orthologs

**Table S7:** Summary of the results of predicting syntenic blocks in *C. destructivum* and *C. higginsianum* using SynChro (delta parameter = 1). The number of syntenic blocks generated from Reciprocal Best-Hits and numbers of associated genes are shown.

|                                 | Fungal Genome          |                        |
|---------------------------------|------------------------|------------------------|
|                                 | <i>C. destructivum</i> | <i>C. higginsianum</i> |
| No. of Reciprocal Best-Hits     |                        | 12135                  |
| Similarity (%)                  |                        | 93.9                   |
| No. of syntenic blocks (SB)     |                        | 400                    |
| No. of genes in syntenic blocks | 14311                  | 13921                  |
| Proportion of genome in SB (%)  | 88.0                   | 91.6                   |

**Table S8:** List of non-syntenic blocks identified by Synchro in *Colletotrichum destructivum* isolate LARS 709 compared to *Colletotrichum higginsianum* IMI 349063A, where non-syntenic blocks were defined as regions containing at least 5 consecutive genes specific to *C. destructivum*. For each block, the chromosomal location in *C. destructivum*, length and gene content are indicated

| Chromosome | Start   | End     | Length (bp) | No. of genes | Block ID |
|------------|---------|---------|-------------|--------------|----------|
| chr1       | 4178820 | 4203721 | 24901       | 5            | block_0  |
| chr1       | 4210554 | 4340246 | 129692      | 32           | block_1  |
| chr1       | 4348070 | 4378433 | 30363       | 12           | block_2  |
| chr1       | 4397823 | 4426916 | 29093       | 9            | block_3  |
| chr1       | 4568340 | 4599600 | 31260       | 13           | block_4  |
| chr1       | 6066423 | 7282629 | 1216206     | 305          | block_5  |
| chr1       | 7307926 | 7321922 | 13996       | 6            | block_6  |
| chr2       | 12042   | 52349   | 40307       | 11           | block_7  |
| chr2       | 4605099 | 4613936 | 8837        | 5            | block_8  |
| chr2       | 5997899 | 6047905 | 50006       | 15           | block_9  |
| chr2       | 6062466 | 6093962 | 31496       | 8            | block_10 |
| chr3       | 46529   | 55509   | 8980        | 6            | block_11 |
| chr3       | 723104  | 737102  | 13998       | 6            | block_12 |
| chr3       | 5641079 | 5662083 | 21004       | 12           | block_13 |
| chr3       | 5871897 | 5895410 | 23513       | 7            | block_14 |
| chr4       | 13059   | 104775  | 91716       | 15           | block_15 |
| chr4       | 352058  | 363077  | 11019       | 7            | block_16 |
| chr4       | 752022  | 769918  | 17896       | 8            | block_17 |
| chr4       | 3379899 | 3389434 | 9535        | 5            | block_18 |
| chr5       | 21675   | 79289   | 57614       | 9            | block_19 |
| chr5       | 89463   | 100537  | 11074       | 5            | block_20 |
| chr5       | 1346906 | 1442665 | 95759       | 11           | block_21 |
| chr5       | 4889101 | 4902562 | 13461       | 5            | block_22 |
| chr5       | 5176186 | 5186138 | 9952        | 5            | block_23 |
| chr5       | 5238579 | 5277212 | 38633       | 17           | block_24 |
| chr6       | 13368   | 75899   | 62531       | 18           | block_25 |
| chr6       | 200524  | 370735  | 170211      | 46           | block_26 |
| chr6       | 4320111 | 4364960 | 44849       | 5            | block_27 |
| chr7       | 4117709 | 4131681 | 13972       | 6            | block_28 |
| chr8       | 7311    | 37105   | 29794       | 11           | block_29 |
| chr8       | 3909912 | 3964560 | 54648       | 6            | block_30 |
| chr8       | 4012267 | 4028388 | 16121       | 7            | block_31 |
| chr8       | 4074802 | 4104606 | 29804       | 11           | block_32 |
| chr10      | 11605   | 31856   | 20251       | 6            | block_33 |
| chr10      | 92306   | 124025  | 31719       | 15           | block_34 |
| chr10      | 373355  | 477333  | 103978      | 34           | block_35 |
| chr10      | 1628812 | 1639928 | 11116       | 5            | block_36 |
| chr10      | 1876452 | 1892426 | 15974       | 7            | block_37 |
| chr10      | 2898367 | 2924158 | 25791       | 14           | block_38 |
| chr11      | 12418   | 20573   | 8155        | 6            | block_39 |
| chr11      | 139951  | 178181  | 38230       | 9            | block_40 |
| chr11      | 271755  | 357039  | 85284       | 9            | block_41 |
| chr11      | 378813  | 604554  | 225741      | 38           | block_42 |
| chr11      | 663865  | 691604  | 27739       | 7            | block_43 |
| chr11      | 697412  | 1175606 | 478194      | 106          | block_44 |
| chr11      | 1223231 | 1263891 | 40660       | 7            | block_45 |
| chr12      | 15082   | 800244  | 785162      | 171          | block_46 |

**Table S9:** Gene ontology enrichment tables of *C. destructivum*-specific genes in blocks that are non-syntenic with *Ch63* detected with SynChro. No enrichments in Cellular Component (CC) were detected with the topGO R library.

**a) Molecular Function**

| GO.ID      | Term                             | Annotated | Significant | Expected | p-value  |
|------------|----------------------------------|-----------|-------------|----------|----------|
| GO:0004672 | protein kinase activity          | 187       | 28          | 9.51     | 1.90E-07 |
| GO:0016773 | phosphotransferase activity      | 230       | 28          | 11.7     | 1.30E-05 |
| GO:0046914 | transition metal ion binding     | 992       | 78          | 50.45    | 2.60E-05 |
| GO:0005506 | iron ion binding                 | 297       | 31          | 15.11    | 9.10E-05 |
| GO:0016301 | kinase activity                  | 257       | 28          | 13.07    | 9.60E-05 |
| GO:0031177 | phosphopantetheine binding       | 57        | 11          | 2.9      | 0.00011  |
| GO:0072341 | modified amino acid binding      | 57        | 11          | 2.9      | 0.00011  |
| GO:0033218 | amide binding                    | 65        | 11          | 3.31     | 0.00037  |
| GO:0016772 | transferase activity             | 331       | 31          | 16.84    | 0.00063  |
| GO:0005488 | binding                          | 3713      | 216         | 188.85   | 0.00068  |
| GO:0020037 | heme binding                     | 301       | 28          | 15.31    | 0.00129  |
| GO:0046906 | tetrapyrrole binding             | 301       | 28          | 15.31    | 0.00129  |
| GO:0043167 | ion binding                      | 2217      | 138         | 112.76   | 0.00155  |
|            | DNA-binding transcription        |           |             |          |          |
| GO:0003700 | factor activity                  | 55        | 9           | 2.8      | 0.00163  |
| GO:0046872 | metal ion binding                | 1166      | 80          | 59.3     | 0.00189  |
| GO:0043169 | cation binding                   | 1173      | 80          | 59.66    | 0.00225  |
| GO:0140110 | transcription regulator activity | 77        | 10          | 3.92     | 0.00529  |
| GO:0004834 | tryptophan synthase activity     | 3         | 2           | 0.15     | 0.00748  |
| GO:0008270 | zinc ion binding                 | 635       | 46          | 32.3     | 0.00784  |
|            | catalytic activity, acting on a  |           |             |          |          |
| GO:0140096 | protein                          | 542       | 40          | 27.57    | 0.00968  |

**b) Biological Process**

| GO.ID      | Term                           | Annotated | Significant | Expected | p-value  |
|------------|--------------------------------|-----------|-------------|----------|----------|
| GO:0006468 | protein phosphorylation        | 184       | 28          | 7.98     | 3.00E-09 |
| GO:0016310 | phosphorylation                | 262       | 28          | 11.37    | 5.90E-06 |
| GO:0009403 | toxin biosynthetic process     | 63        | 12          | 2.73     | 1.20E-05 |
| GO:0009404 | toxin metabolic process        | 63        | 12          | 2.73     | 1.20E-05 |
| GO:0043385 | mycotoxin metabolic process    | 63        | 12          | 2.73     | 1.20E-05 |
| GO:0043386 | mycotoxin biosynthetic process | 63        | 12          | 2.73     | 1.20E-05 |
|            | secondary metabolite           |           |             |          |          |
| GO:0044550 | biosynthetic process           | 65        | 12          | 2.82     | 1.70E-05 |
| GO:0019748 | secondary metabolic process    | 69        | 12          | 2.99     | 3.20E-05 |
| GO:0008152 | metabolic process              | 3257      | 163         | 141.3    | 0.00019  |
| GO:0055114 | oxidation-reduction process    | 1053      | 67          | 45.68    | 0.00028  |
|            | cellular protein modification  |           |             |          |          |
| GO:0006464 | process                        | 346       | 28          | 15.01    | 0.00083  |
| GO:0036211 | protein modification process   | 346       | 28          | 15.01    | 0.00083  |
| GO:0043412 | macromolecule modification     | 385       | 28          | 16.7     | 0.0041   |

**Table S10:** Functional enrichment test (Fisher's exact test). Complete lists of *C. destructivum* Secondary metabolism key genes (SMKGs), and genes encoding effectors and carbohydrate-active enzymes (CAZymes) were used to detect enrichments among these functional categories in the 1083 *C. destructivum*-specific genes in non-syntenic blocks detected using SynChro.

|                       | In genome | In non-syntenic blocks | Odds ratio | p-value  |
|-----------------------|-----------|------------------------|------------|----------|
| Total No. of genes    | 15631     | 1083                   |            |          |
| No. of SMKGs          | 123       | 14                     | 1.6        | 8.16E-02 |
| No. of effector genes | 484       | 49                     | 1.5        | 1.62E-02 |
| No. of CAZyme genes   | 619       | 14                     | 0.3        | 1.62E-06 |

**Table S11:** Comparison of the GC content, gene content and transposable element (TE) content for each *Colletotrichum destructivum* chromosome, including overall results for the entire chromosome 1 and for the regions 1A and 1B of chromosome 1.

| Chr | Size (bp) | No. genes | GC (%) | TE content %) | Telomeres |
|-----|-----------|-----------|--------|---------------|-----------|
| 1   | 7333624   | 2172      | 54.60  | 8.7           | 2         |
| 1A  | 6127957   | 1872      | 55.10  | 4.0           | 2         |
| 1B  | 1205667   | 300       | 52.30  | 32.8          | NA        |
| 2   | 6118321   | 1884      | 54.69  | 3.8           | 2         |
| 3   | 5939657   | 1874      | 55.06  | 4.1           | 2         |
| 4   | 5487742   | 1666      | 55.09  | 3.9           | 2         |
| 5   | 5290227   | 1573      | 54.75  | 4.3           | 2         |
| 6   | 4379568   | 1360      | 54.01  | 5.5           | 2         |
| 7   | 4147912   | 1312      | 54.54  | 5.0           | 2         |
| 8   | 4124671   | 1252      | 53.98  | 6.2           | 2         |
| 9   | 3904609   | 1167      | 55.26  | 3.0           | 2         |
| 10  | 2936318   | 922       | 54.23  | 4.6           | 2         |
| 11  | 1275594   | 278       | 51.32  | 32.3          | 2         |
| 12  | 812569    | 171       | 50.22  | 35.1          | 2         |

TE = transposable element

**Table S13:** List of chromosomal location pairs of the eight largest segmentally duplicated regions present in the chr1B region of chromosome 1 of *Colletotrichum destructivum*, detected by SDDetector from sequence alignments with a minimum of 90% sequence similarity.

| Code   | chr   | Start   | End     | Duplication             | Length (bp) | Pairing   |
|--------|-------|---------|---------|-------------------------|-------------|-----------|
| SD1B-1 | chr1B | 6275896 | 6310837 | chr1:6275896-6309509 // | 28087       | SD1B-1 // |
|        |       |         |         | chr1:7126431-7156805    |             | SD1B-7    |
|        |       |         |         | chr1:6275896-6310837 // |             | SD1B-1 // |
| SD1B-2 | chr1B | 6423690 | 6434928 | chr1:6440881-6474186    | 30727       | SD1B-3    |
|        |       |         |         | chr1:6423690-6434928 // |             | SD1B-2 // |
|        |       |         |         | chr1:7113913-7125518    |             | SD1B-6    |
| SD1B-3 | chr1B | 6440881 | 6476743 | chr1:6275896-6310837 // | 30727       | SD1B-3 // |
|        |       |         |         | chr1:6440881-6474186    |             | SD1B-1    |
|        |       |         |         | chr1:6459979-6476743 // |             | SD1B-3 // |
| SD1B-4 | chr1B | 6481996 | 6501507 | chr1:7145173-7159363    | 14169       | SD1B-7    |
|        |       |         |         | chr1:6442213-6459984 // |             | SD1B-3 // |
|        |       |         |         | chr1:7126431-7143900    |             | SD1B-7    |
| SD1B-5 | chr1B | 6844058 | 6866689 | chr1:6442842-6464026 // | 16220       | SD1B-3 // |
|        |       |         |         | chr1:6844058-6866689    |             | SD1B-5    |
|        |       |         |         | chr1:6481996-6501507 // |             | SD1B-4 // |
| SD1B-6 | chr1B | 7113913 | 7125518 | chr1:7201724-7220918    | 16885       | SD1B-8    |
|        |       |         |         | chr1:6846262-6862419 // |             | SD1B-5 // |
|        |       |         |         | chr1:7129446-7147001    |             | SD1B-7    |
| SD1B-7 | chr1B | 7126431 | 7159363 | chr1:6442842-6464026 // | 15244       | SD1B-5 // |
|        |       |         |         | chr1:6844058-6866689    |             | SD1B-3    |
|        |       |         |         | chr1:6423690-6434928 // |             | SD1B-6 // |
| SD1B-8 | chr1B | 7201724 | 7220918 | chr1:7113913-7125518    | 11316       | SD1B-2    |
|        |       |         |         | chr1:6275896-6309509 // |             | SD1B-7 // |
|        |       |         |         | chr1:7126431-7156805    |             | SD1B-1    |
| SD1B-1 | chr1B | 6275896 | 6310837 | chr1:6846262-6862419 // | 28087       | SD1B-7 // |
|        |       |         |         | chr1:7129446-7147001    |             | SD1B-5    |
|        |       |         |         | chr1:6442213-6459984 // |             | SD1B-7 // |
| SD1B-2 | chr1B | 6423690 | 6434928 | chr1:7126431-7143900    | 16220       | SD1B-3    |
|        |       |         |         | chr1:6459979-6476743 // |             | SD1B-7 // |
|        |       |         |         | chr1:7145173-7159363    |             | SD1B-3    |
| SD1B-3 | chr1B | 6440881 | 6476743 | chr1:6481996-6501507 // | 14169       | SD1B-8 // |
|        |       |         |         | chr1:7201724-7220918    |             | SD1B-4    |
|        |       |         |         |                         |             |           |

**Table S14:** Number of proteins conserved between *Colletotrichum destructivum* (Cd709) and twenty-three other *Colletotrichum* species identified by Blastp protein alignments with thresholds of 30% amino acid identity and 50% coverage. Data are shown for the total *C. destructivum* proteome (15631 proteins) and for the chromosome 1 region Chr1B (300 proteins).

| Species                   | Cd709 total proteome (15631) |      | Cd709 Chr1B<br>Proteome (300) |      |
|---------------------------|------------------------------|------|-------------------------------|------|
|                           | Retrieved                    | %*   | Retrieved                     | %*   |
| <i>C. chlorophyte</i>     | 11098                        | 71.0 | 85                            | 28.3 |
| <i>C. fiorinae</i>        | 12339                        | 78.9 | 108                           | 36.0 |
| <i>C. fructicola</i>      | 11852                        | 75.8 | 165                           | 55.0 |
| <i>C. gloeosporioides</i> | 11666                        | 74.6 | 84                            | 28.0 |
| <i>C. graminicola</i>     | 11798                        | 75.5 | 93                            | 31.0 |
| <i>C. higginsianum</i>    | 14372                        | 91.9 | 134                           | 44.7 |
| <i>C. incanum</i>         | 12700                        | 81.2 | 173                           | 57.7 |
| <i>C. musicola</i>        | 12370                        | 79.1 | 136                           | 45.3 |
| <i>C. nymphaeae</i>       | 12443                        | 79.6 | 177                           | 59.0 |
| <i>C. orbiculare</i>      | 12091                        | 77.4 | 92                            | 30.7 |
| <i>C. orchidophilum</i>   | 12381                        | 79.2 | 203                           | 67.7 |
| <i>C. plurivorum</i>      | 12352                        | 79.0 | 121                           | 40.3 |
| <i>C. salicis</i>         | 12171                        | 77.9 | 164                           | 54.7 |
| <i>C. shisoi</i>          | 12644                        | 80.9 | 92                            | 30.7 |
| <i>C. sidae</i>           | 11447                        | 73.2 | 89                            | 29.7 |
| <i>C. simmondsii</i>      | 12361                        | 79.1 | 103                           | 34.3 |
| <i>C. sojae</i>           | 12362                        | 79.1 | 120                           | 40.0 |
| <i>C. spinosum</i>        | 11520                        | 73.7 | 88                            | 29.3 |
| <i>C. sublineola</i>      | 12107                        | 77.5 | 202                           | 67.3 |
| <i>C. tanacetii</i>       | 12183                        | 77.9 | 94                            | 31.3 |
| <i>C. tofieldiae</i>      | 12210                        | 78.1 | 142                           | 47.3 |
| <i>C. trifolii</i>        | 11481                        | 73.5 | 84                            | 28.0 |
| <i>C. truncatum</i>       | 12561                        | 80.4 | 217                           | 72.3 |
| All species               | 15081                        | 96.4 | 278                           | 92.6 |

\* % of completeness of the whole set of protein compared to Cd709 (Blastp cut-offs 30% identity, 50% coverage).

Distribution of TPM

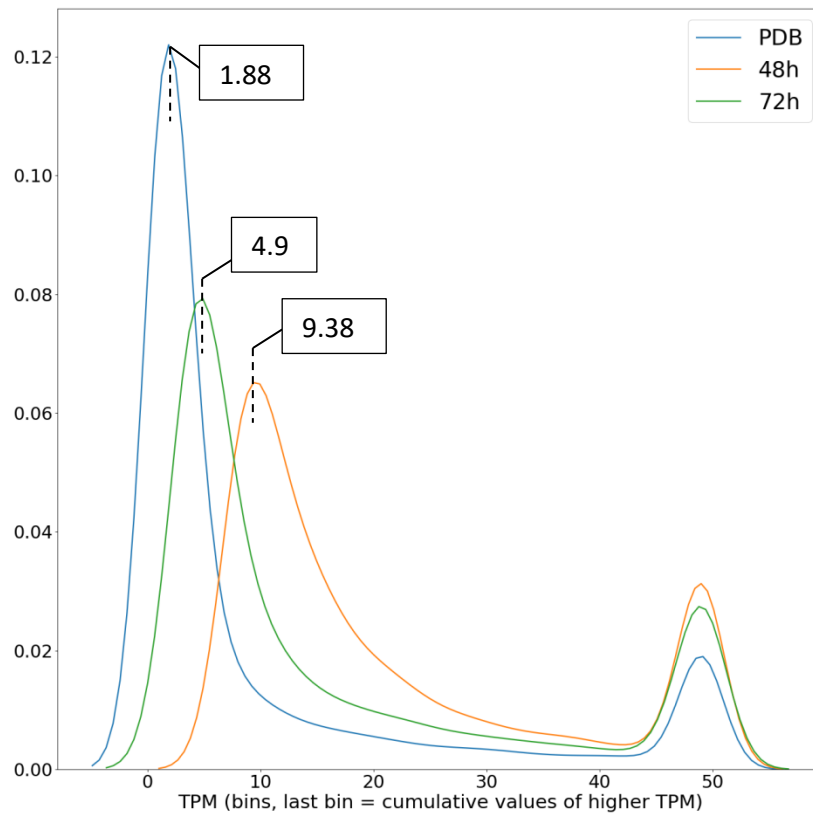

**Figure S1:** Distribution of Transcript Per Million (TPM) for transcripts assembled from the three RNA-Seq conditions, namely *Colletotrichum destructivum* mycelia grown in potato dextrose broth (PDB) and infected *Medicago sativa* cotyledons at 48 hours post-inoculation (hpi) and 72 hpi. Thresholds used to filter out assembled transcripts lacking sufficient coverage with RNA-Seq reads are indicated for each of the conditions.

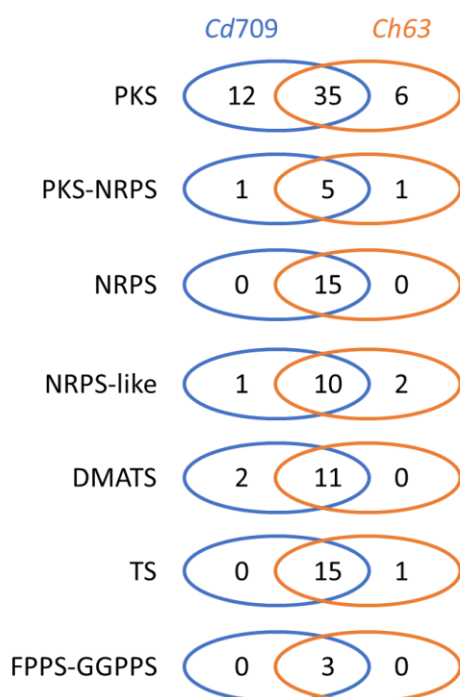

**Figure S2: Number of genes encoding secondary metabolism key genes (SMKG) in *Colletotrichum destructivum* (Cd709) and *Colletotrichum higginsianum* (Ch63) genomes.** Genes were those predicted as biosynthetic SMKG by Dallery et al. (2017) for *Ch63* or by antiSMASH for *Cd709*. *Cd709* genes not predicted as SMKG by antiSMASH, but orthologous to a *Ch63* SMKG were included. PKS: Polyketide Synthase, NRPS: Nonribosomal Peptide Synthetase, DMATS: Dimethylallyltryptophan synthase, TS: Terpene Synthase, FPPS: Farnesyl pyrophosphate synthase, GGPPS: Geranylgeranyl pyrophosphate synthase

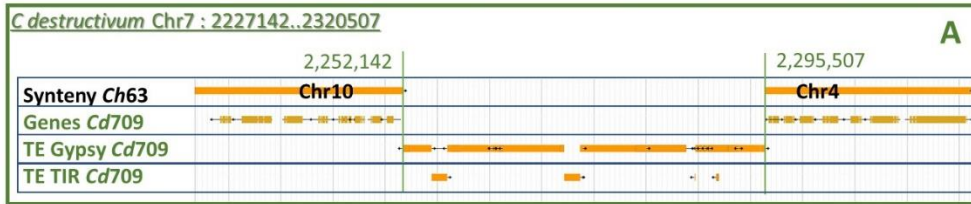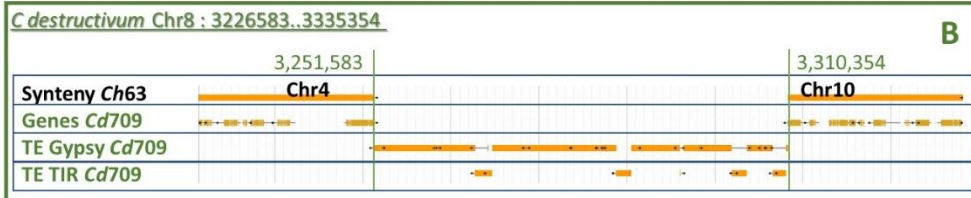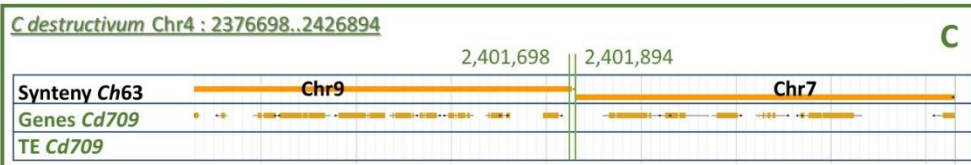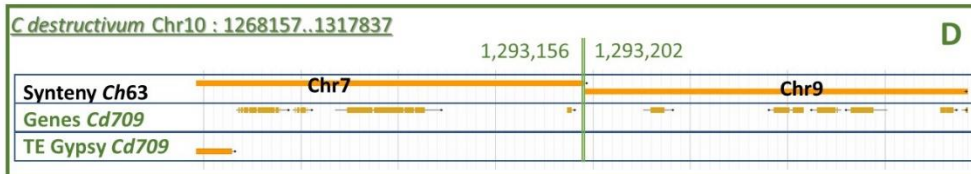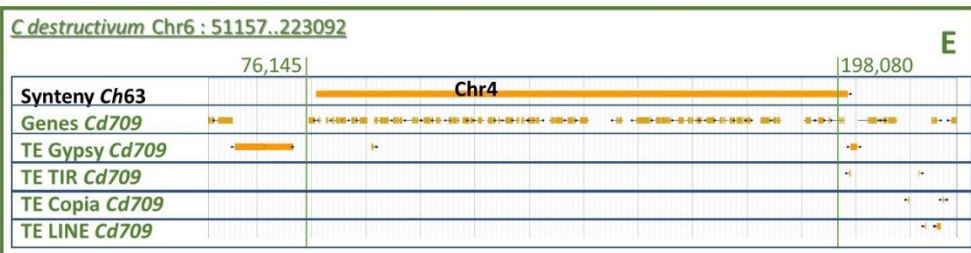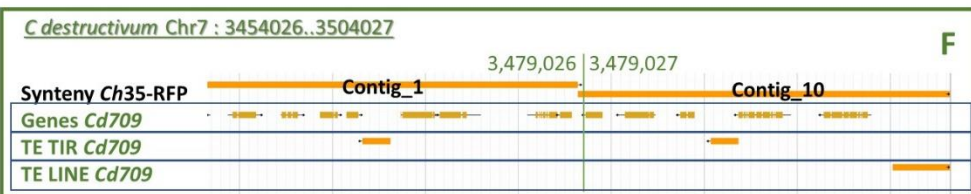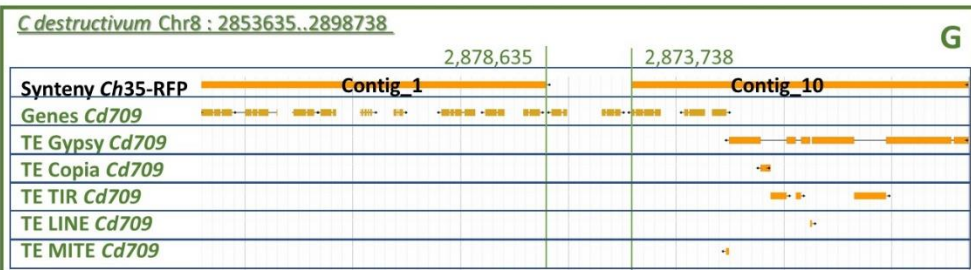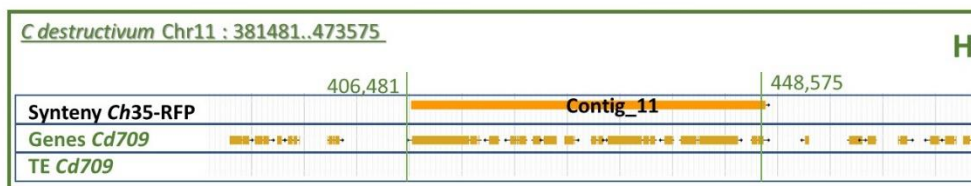

**Figure S3:** Genomic context of the large-scale rearrangements found between the chromosomes of *Colletotrichum destructivum* (Cd709) and *Colletotrichum higginsianum* IMI 349063 (Ch63) or MAFF 305635 (Ch35-RFP). A region of 25 kb surrounding each rearrangement zone is depicted. The synteny of each *C. destructivum* chromosome region with *C. higginsianum* IMI 349063 or MAFF 305635 is displayed, as well as predicted genes and transposable elements (TE).

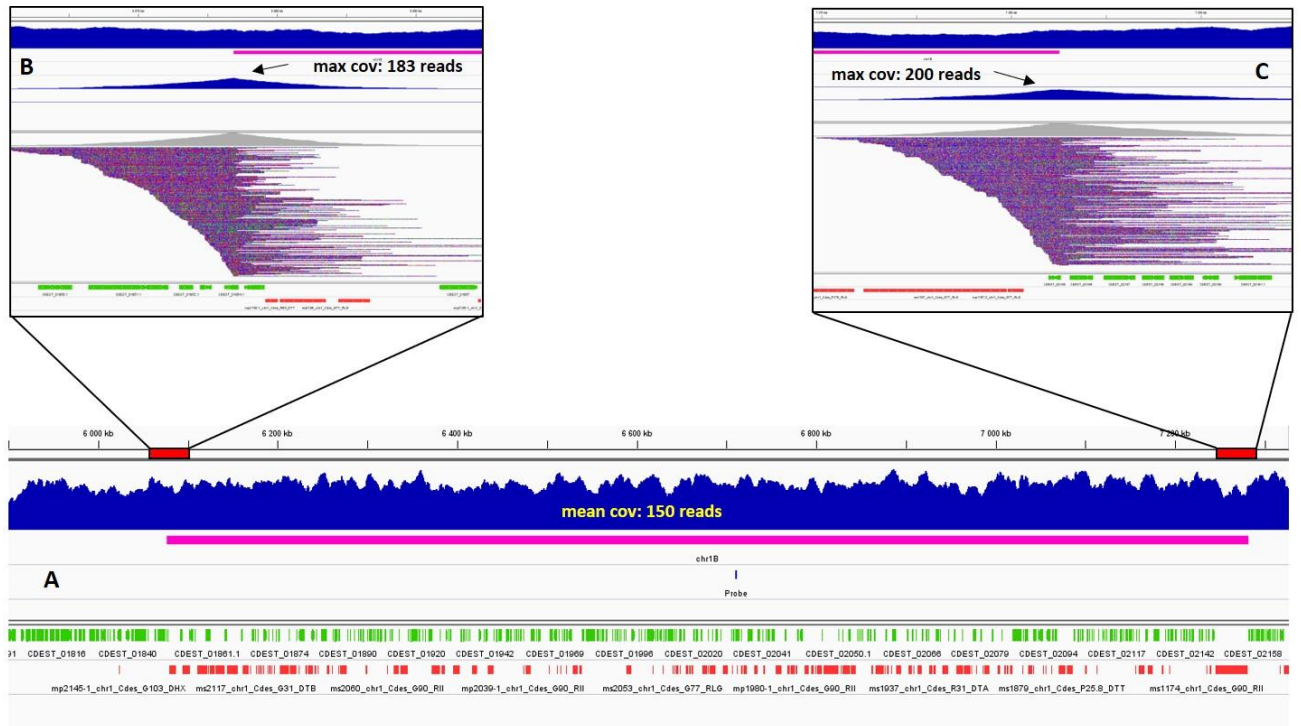

**Figure S4:** Integrative Genome Viewer screenshot of *Colletotrichum destructivum* chromosome 1 region chr1B, showing uniform coverage by PacBio long read sequences along the entire region and across the two junctions with the rest of chromosome 1 (Chr1A). The chr1B region is shown in pink. Genes and transposable elements are shown in green and red, respectively. The read coverage is shown in blue. Long reads spanning the last base of the 5' junction (B) and 3' junction (C) of the chr1B region were extracted from the mapping to verify the support for each junction.

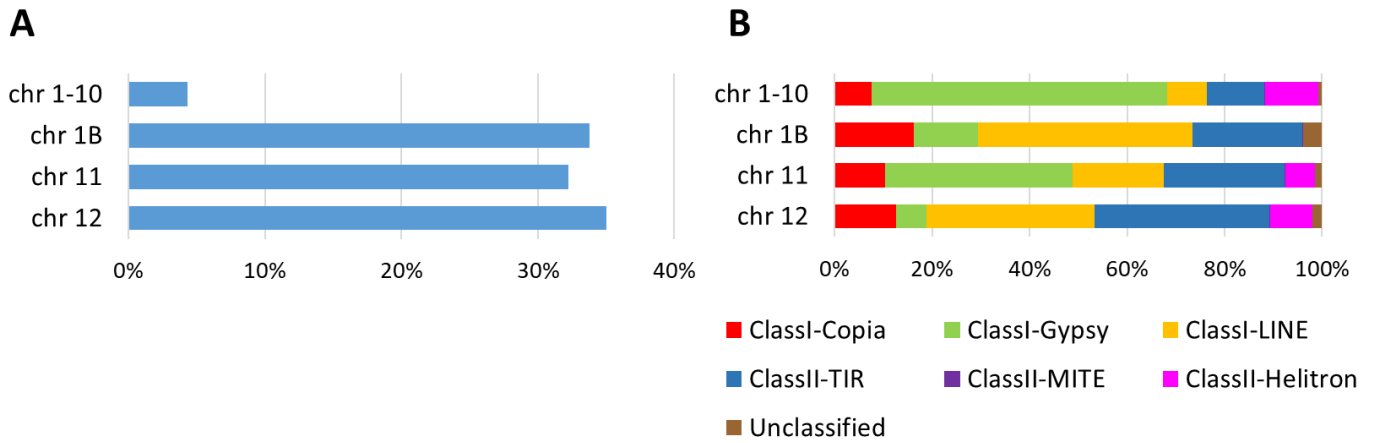

**Figure S5: Transposable element (TE) content of the core chromosomes (1-10, excluding 1B), mini-chromosomes 11 and 12 and region 1B of *Colletotrichum destructivum* (Cd709).** (A) Histogram showing TE percent coverage by length for each chromosome compartment. (B) Histogram showing percent coverage by length of the identified TE orders or superfamilies for each chromosome compartment.

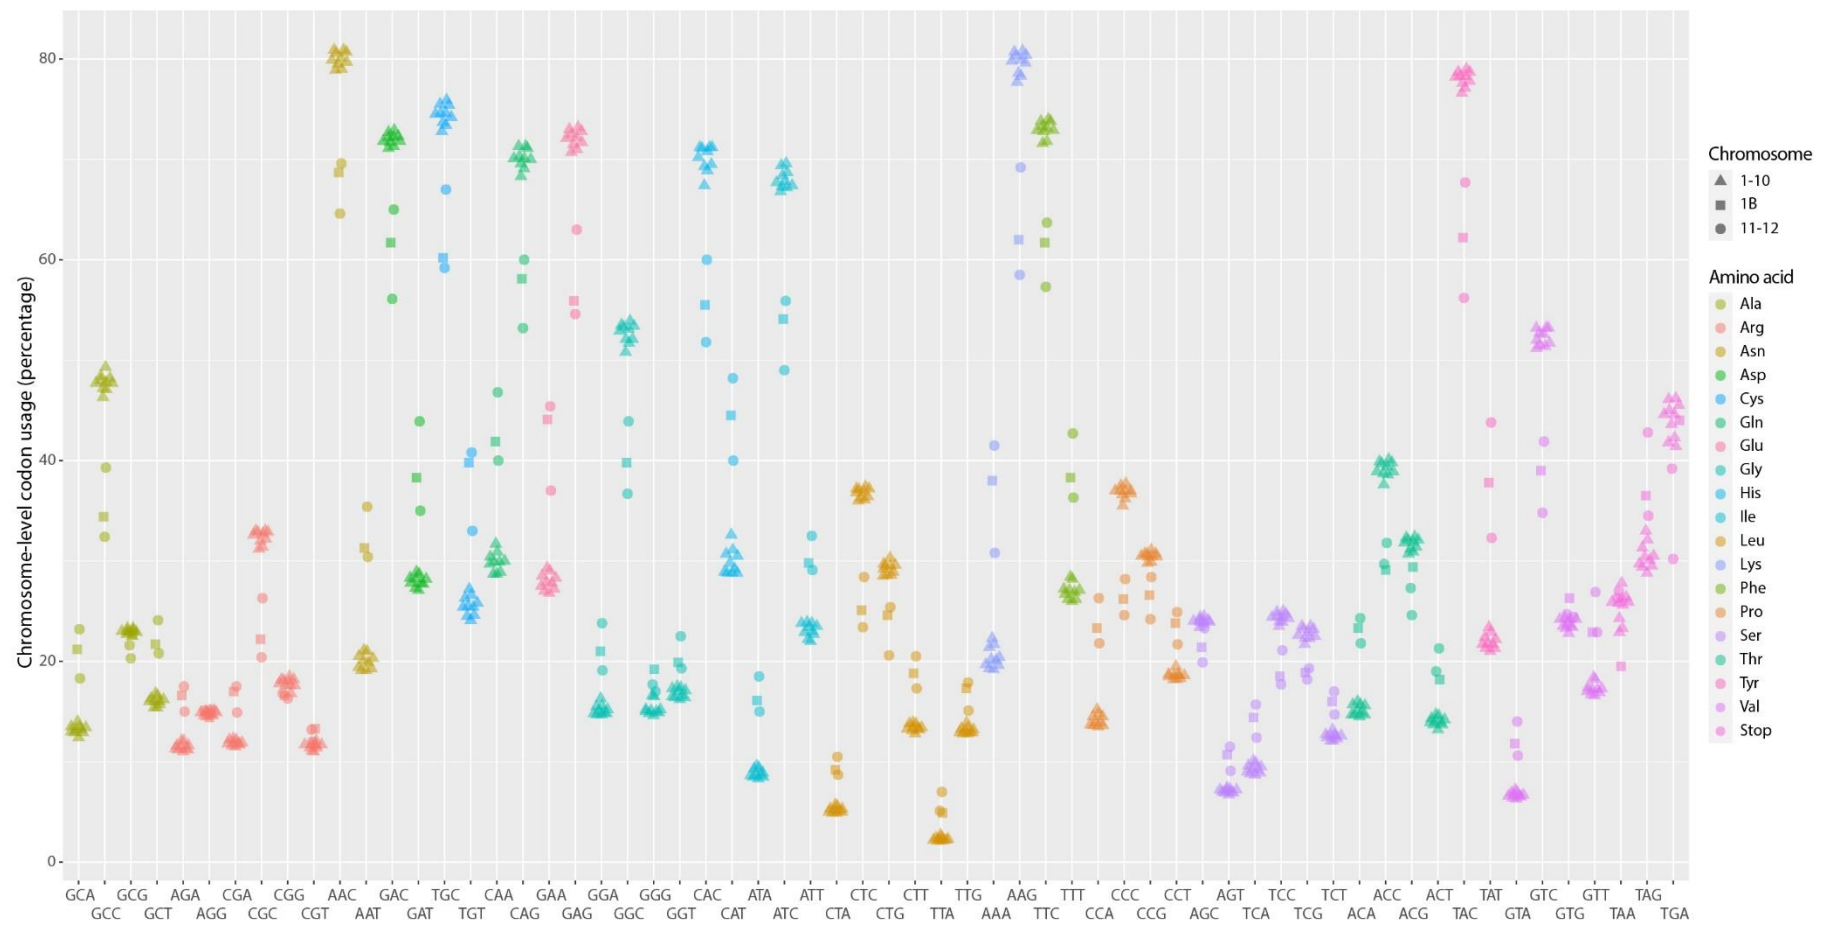

**Figure S6: Codon usage bias in core chromosomes compared to mini chromosomes of *Colletotrichum destructivum* LARS709.** The 18 amino acids and their 59 corresponding codons are represented.

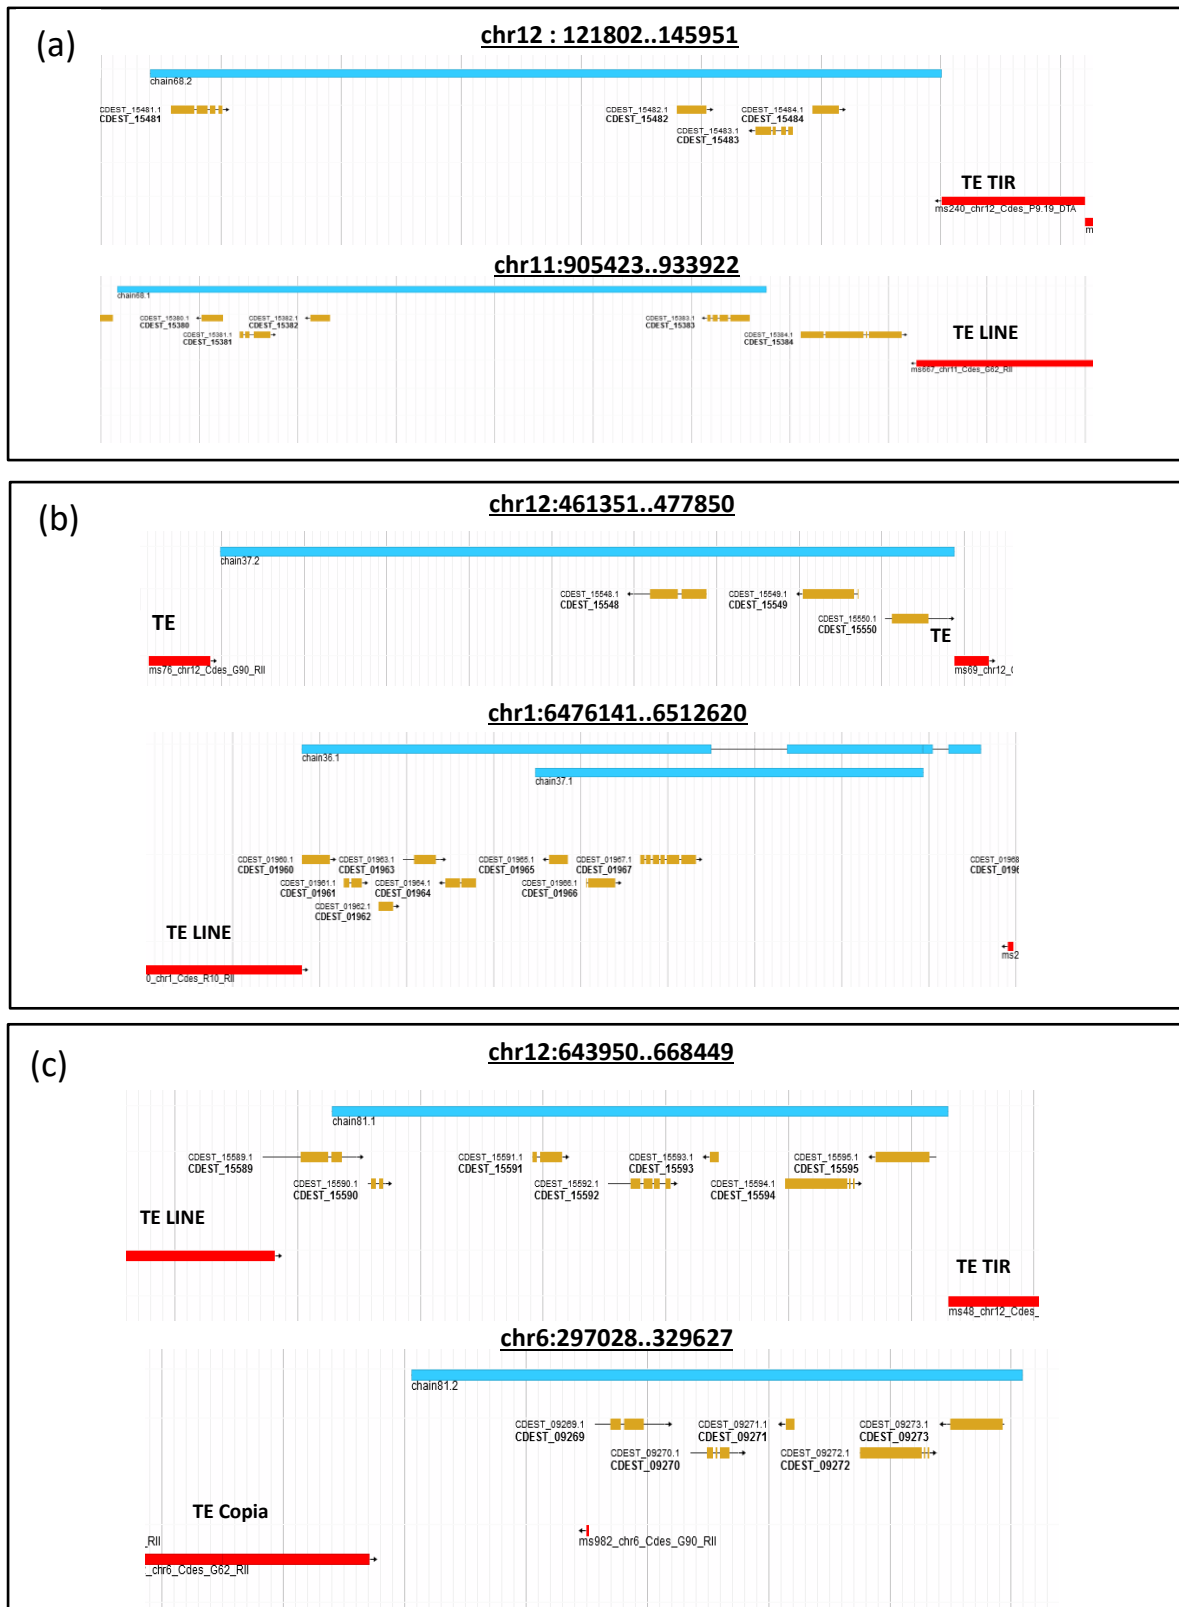

**Figure S7:** The inter-chromosomal segmental duplications regions detected in *Colletotrichum destructivum* (Cd709) and their surrounding genomic regions rich in Transposable Elements (TE).

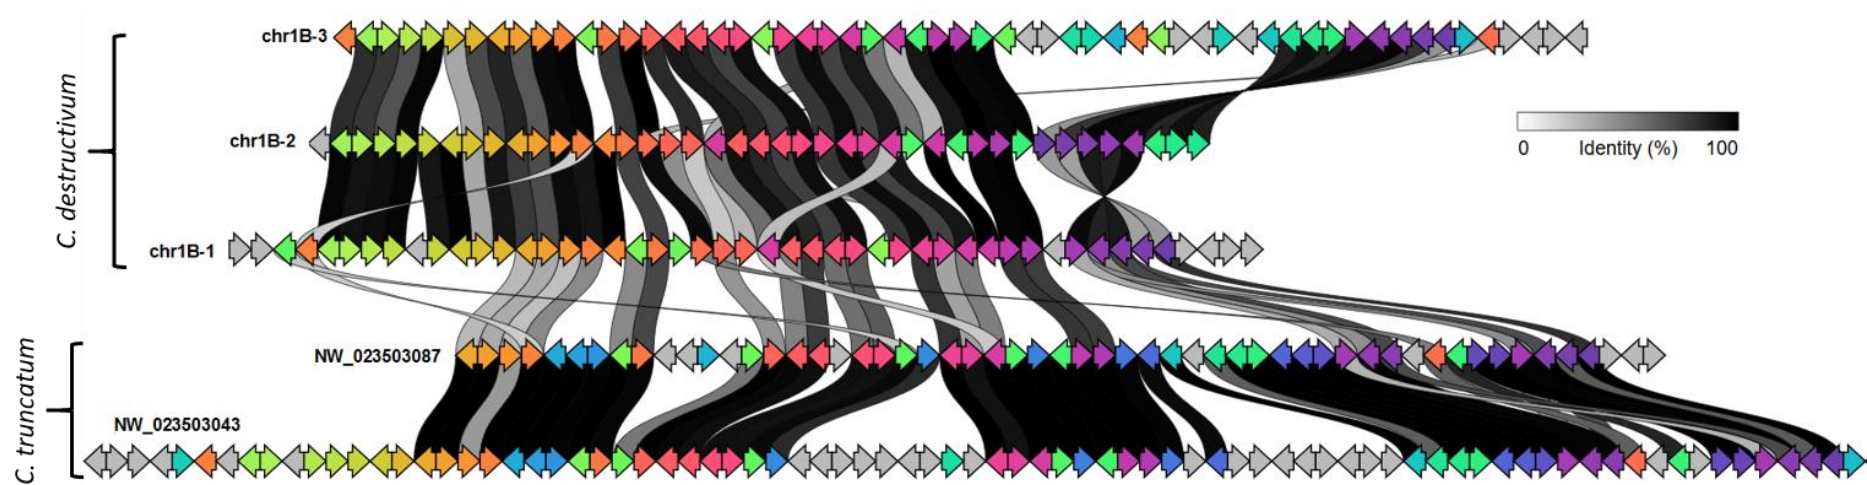

**Figure S8: Synteny of segmentally duplicated regions in *Colletotrichum destructivum* chr1B and *Colletotrichum truncatum* CMES1059 contigs.**

The duplicated regions chr1B-1 (chr1: 6242820..6372217), chr1B-2 (chr1: 6381352..6493327) and chr1B-3 (chr1: 7087658..7243846) were aligned at the protein level against the *C. truncatum* contigs NW\_023503087 (218796..352904) and NW\_023503043 (1580..217244). The chr1B-1 region contains the duplication SD1B-1 and adjacent genes (CDEST\_1880 to CDEST\_1926), the chr1B-2 region contains SD1B-2, SD1B-3 and SD1B-4 (CDEST\_1927 to CDEST\_1967) and the chr1B-3 contains SD1B-6, SD1B-7 and SD1B-8 (CDEST\_2098 to CDEST\_2154). The synteny map generated by Clinker shows a strong intra-species similarity and more divergence between the two species.

How the deposited data were processed for this re-analysis (not part of the article)

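RNA-Seq levels were examined for 3 libraries of the sequenced *C. destructivum* isolate, with 1 library each from mycelium grown in PDB, infected *M. sativa* cotyledons at 48 hpi and infected cotyledons at 72 hpi. The authors trimmed the reads with Trimmomatic, mapped them with STAR to their genome assembly and assembled transcripts with StringTie. They deposited 1 table with a level for each of 15631 genes in each library. Its header names the unit as TPM, and because the authors rounded these TPM to whole numbers, the deposited values were handled as a score that is neither a count of reads nor an exact TPM. The tool that computed the level of each gene is not given in the sources used here. No column of the table was left unused.

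TPM are scaled to a common total per library, so the number of reads behind a gene is not known and no interval for counting error was given to a level. Depth is known only from the paper's Table S4, which gives a mean depth of 82 for PDB, 16 for 48 hpi and 33 for 72 hpi. Intervals on shares of genes are exact binomial (Clopper-Pearson) at 95 % and do not include variation between cultures or infections. With 1 library per condition, differences between conditions have no replicate check, and no test between conditions was made.

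A gene was called detected in a library at or above the minimum TPM of the paper for that library (1.88, 9.38 and 4.90 TPM for PDB, 48 hpi and 72 hpi). Gene positions came from the RefSeq gene table of the same assembly, which holds 15627 of the 15631 genes. The other 4 genes were placed on a chromosome by the gene numbers per chromosome of Table S11. Region chr1B was chromosome 1 from 6076875 to 7282542. Segmental duplications were those of Table S13 and a gene was inside one when its whole span was. Non-syntenic blocks were those of Table S8. Effectors, gene descriptions and the paper's mark for RNA support came from the rows of Table S6 used here, which are the first 1998 of 15631 rows of the tab with all genes and 147 of 484 rows of the tab with predicted effectors. These give 165 effectors. Because the table was used in part, no set test was run on it.

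Shares of detected genes were compared between each of chr1B, chr11 and chr12 and the core chromosomes with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment over 3 comparisons. They were also ranked among all runs of the same number of consecutive core genes. Changes in planta were computed as log2((TPM + 1) / (TPM in PDB + 1)). The median of a compartment was ranked among 10000 random lists of core genes of the same size matched on mean level in 10 bins. In simulated data with the odds ratio of chr1B against the 14882 core genes set to 0.5, the exact test passed 0.05 in 100 % of 200 simulations, and in 5 % when it was set to 1. For lists of the 119 detected chr11 genes with a log2 shift of 1 at 48 hpi, the ranking placed 100 % of 100 simulated lists outside the middle 95 % of the matched lists, against 3 % with no shift. Genes were drawn independently in all these simulations. They therefore do not show how the test and the ranking behave when neighbouring genes are alike. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

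The rule for naming genes was set before the data were examined, although the levels of part of the genes had been seen in Table S6. It takes the genes that the paper names by identifier, the effectors of chr1B, chr11 and chr12 among the 10 highest listed effectors at 48 hpi, the 3 highest genes of each library, and the gene with the highest level in planta for each role on chr1B. Other genes named were chosen after their values were seen. The 3 highest genes were CDEST_04441 (25946 TPM), CDEST_13815 (25710 TPM) and CDEST_00468 (18523 TPM) in PDB, CDEST_00468, CDEST_15472 and CDEST_01870 at 48 hpi, and CDEST_04896 (25681 TPM), CDEST_13817 (9768 TPM) and CDEST_13393 (8054 TPM) at 72 hpi.

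The alternatives tried were other detection minima, leaving out each library, core genes matched on length, genes longer than 300 bp, other pseudocounts, scaling by the upper quartile, other filters on low levels, and leaving out the highest gene of a compartment. Base composition, codon usage and the secondary metabolism genes of chr11 were not analysed here, since no genome sequence and no rows of the secondary metabolism tab were used. The sequences of duplicated or overlapping genes were not compared, so reads shared between such genes could not be traced.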

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

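The tests on neighbouring genes, on runs of core genes, on host reads, on the depth of the libraries and on the scale of each library were chosen only after the results were seen. The test on overlapping genes was set before its result was seen.

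Outside the effectors listed in the parts of Table S6 used here, 6 genes on chr1B, 34 on chr11 and 14 on chr12 were listed at 0 in PDB and detected in planta. The paper does not name these genes, although some can belong to gene groups that it counts. One such group is the secondary metabolism genes of chr11, which were not identified here. CDEST_01869 on chr1B was found by the words zinc finger, and whether the paper counts it as a transcription factor is not known. Up to 2 of the 34 genes on chr11 can be effectors with a hit in *C. higginsianum*, which were not identified either. Such genes made up 12.8 % of the unlisted genes on chr11 against 7.42 % on the core chromosomes (odds ratio 1.84, Fisher's exact p = 0.0031 after Benjamini-Hochberg adjustment over 3 comparisons). On chr12 the share was 8.70 % (adjusted exact p = 0.54), and on chr1B it was lower than on the core chromosomes, at 2.09 % (adjusted exact p = 4.0e-04). The reverse, detected in PDB and listed at 0 at both times in planta, was found for 11 genes on chr1B, 3 on chr11 and 5 on chr12. These p-values take genes as independent although such genes lie in groups, and therefore overstate the evidence. The sets compared are also unlike. The list leaves out 36 of the paper's 38 effectors on chr1B, chr11 and chr12 but only 129 of 446 on the core chromosomes. Most core effectors therefore remain among the core genes, which also limits the ranking among core runs. Among all runs of as many consecutive core genes, the share of chr11 lay at percentile 87.3, that of chr12 at percentile 64.4 and that of chr1B at percentile 21.7, so none lay beyond the spread of the core chromosomes. The numbers rest mostly on the 48 hpi library. Without it 3 genes remained on chr1B, 16 on chr11 and 6 on chr12, and without the 72 hpi library there were 4, 27 and 14. They also depend on the minimum, with 3 genes on chr1B, 9 on chr11 and 8 on chr12 at 5 times its value, and 28, 67 and 24 for any level above 0. The highest levels, named after they were seen, were 1375 TPM at 48 hpi for CDEST_15475 on chr12, 1340 TPM for CDEST_15405 on chr11, next to CDEST_15404, and 1268 TPM for CDEST_01871 on chr1B, next to CDEST_01870.

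A lower depth of the PDB library is argued against, because the paper gives this library the highest mean depth, 82. Of the 54 genes, 1.85 % overlapped another gene, so reads shared with an overlapping gene are argued against for most of them. The genes lay side by side in 23 pairs, against a mean of 5.21 in 10000 random placements within the compartments (permutation p = 1e-04, the smallest these placements can give). The longest run was 8 genes, CDEST_15192 to CDEST_15199, on chromosome 11 from 33654 to 52840, with 11 to 140 TPM at 48 hpi and 0 to 9 TPM at 72 hpi. Chance placement is therefore argued against for their grouping.

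Reads of the host plant stay open for these genes. The share of reads that did not map uniquely, per mapped read, was 2.71 times as large at 48 hpi as at 72 hpi in the paper's Table S4. With 1 TPM added to each level, the ratio of 48 hpi to 72 hpi had a median of 8.00 over all 54 genes, with quartiles of 3.63 and 13.0, and of 0.636 over the 1095 core genes chosen in the same way. Over the 45 genes detected at 48 hpi the median was 9.75, with quartiles of 6.00 and 13.8, which exclude 2.71. Over the 25 genes detected at 72 hpi the median was 3.35, with quartiles of 0.667 and 9.75, which include 2.71. A source in the host and induction of the fungal genes cannot be told apart here, because choosing genes by their detection at 48 hpi or 72 hpi moves the ratio. Reads shared with paralogs elsewhere in the genome were not tested and stay open, as do variation between infections and induction of groups of neighbouring genes in the biotrophic phase.

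The median log2 ratio to PDB had opposite signs at 48 hpi and 72 hpi for 2 compartments, and the difference between the times was not tested across replicates. For the 151 detected chr1B genes it was -0.65 at 48 hpi and 0.09 at 72 hpi, and for the 98 detected chr12 genes -0.27 and 0.54. The core genes had a median of 0.35 at 48 hpi and 0.68 at 72 hpi. Relative to the core genes the medians at 72 hpi were -0.59 for chr1B and -0.14 for chr12. For chr1B the signs were equal at both times under all alternatives scaled to the core genes or by the upper quartile. For chr12 they stayed opposite with upper quartile scaling (-0.45 and 0.13) and, relative to the core genes, among genes detected in every library (-0.59 and 0.14). The difference between the times lay outside the middle 95 % of 10000 core lists matched on mean level, at percentile 99.5 for chr1B and 98.3 for chr12. Among runs of as many consecutive detected core genes it lay inside the middle 95 %, at percentile 93.5 for chr1B and 92.4 for chr12. A different scale of each library and a response of these genes to the phase of infection cannot be told apart for either compartment, because these comparisons disagree and 1 library per condition gives no spread.

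Opposite signs were also found for 3 of the genes named by rule, again untested. CDEST_13817, on chromosome 9, had log2 ratios to PDB of -0.84 at 48 hpi and 0.69 at 72 hpi, from 6037 TPM in PDB. CDEST_15304, an effector on chr11, had 0.50 and -1.12. The core median moved by 0.33 between the times. Relative to it the log2 ratio of 72 hpi to 48 hpi was 1.20 for CDEST_13817 and -1.95 for CDEST_15304, beyond the limit of 0.58 used without replicates, which argues against scale as the whole cause of the difference between the times for these 2 genes. For the opposite signs themselves, scale and a change with the phase of infection cannot be told apart, because relative to the core 1 value of each pair is near 0 (-1.19 and 0.016 for CDEST_13817, 0.15 and -1.80 for CDEST_15304). Variation between infections and a change with the phase of infection stay open for both. CDEST_01879, on chr1B, had -1.17 and 0.15, relative to the core -1.52 and -0.53, and relative to the core a log2 ratio of 72 hpi to 48 hpi of 0.99. For it scale and a change with the phase cannot be told apart, because its 3 TPM at 48 hpi is under the minimum of that library.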

How the results depend on the processing

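The alternatives were set before the data were examined, except the upper quartile scaling of the compartment medians, the unrounded TPM of Table S6 and every alternative for genes listed at 0 in PDB, non-syntenic blocks and the test inside against outside the duplications, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. A value with no test was taken as moved when it changed by more than 1.5-fold (0.58 on the log2 scale).

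The smaller share of detected genes on chr1B and chr11 than on the core chromosomes kept its direction and stayed past 0.05 under each of the 9 alternatives, with odds ratios from 0.317 to 0.621 for chr1B and from 0.211 to 0.420 for chr11. For chr12 the odds ratio ranged from 0.371 to 0.782. With core genes matched on length it was 0.782, and the share of chr12 then lay within the middle 95 % of the matched lists, so this result became weaker. Core genes of the same lengths were detected less often than all core genes.

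Counts of genes depended on the detection minimum. At 5 times the minimum 5846 genes were detected in PDB, 2848 at 48 hpi, 5236 at 72 hpi and 7323 in at least 1 library, and with any level above 0, which in whole numbers is the same as 1 TPM or more, 12019 at 48 hpi. Inside the segmental duplications 27 genes were detected above 0 or from 1 TPM, 22 at 0.5 times the minimum and 2 at 5 times the minimum, against 12. The odds ratio of genes inside to genes outside the duplications stayed between 0.013 and 0.146 over the 7 alternatives. The number of chr1B genes described as transcription factors or zinc finger proteins and detected in planta fell to 0 at 5 times the minimum. The number of the 36 effectors detected in planta stayed between 17 and 26.

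Among the 3 highest listed effectors, 3 were on chr1B, chr11 or chr12 at 48 hpi and 1 at 72 hpi. The number of the 36 effectors detected at 48 hpi with a log2 ratio of at least 1 at that time was 16 under both other pseudocounts, under the upper quartile scaling and with unrounded TPM. The log2 ratios of the 3 effectors named by the paper moved with the pseudocount, as a pseudocount must for genes listed at 0 in PDB, and with the deposited values lay between 5.80 and 16.38. Without the highest gene of the compartment, the share of the 48 hpi library fell from 1.61 % to 0.760 % on chr1B and from 1.62 % to 0.768 % on chr12.

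The median change of chr11 at 48 hpi was 1.58, and moved to 0.66 with a pseudocount of 10. At 72 hpi it was 1.32, and moved to 2.21 with a pseudocount of 0.1 and to 0.28 with one of 10. With no filter on low levels it was 0 at both times, and so was the median of chr1B at 48 hpi, where many genes of these compartments were listed at the same value, mostly 0, in both libraries compared. With upper quartile scaling the median of chr1B at 72 hpi reversed, from 0.09 to -0.36. The factors themselves shift ratios of 72 hpi to PDB by -0.48 before a pseudocount is added, which is enough to take a median this near 0 below it. Of 48 values of compartment medians under the alternatives, 6 moved beyond the limit, 1 reversed in sign within it and 41 stayed within it without reversing.

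TMM factors, size factors, CPM, libraries thinned to equal depth and shares of counts were not run, since they need read counts. TPM with another gene length was not run, since the lengths behind the deposited TPM are not given in the sources used here. Base composition, codon usage and secondary metabolism genes were not run. Depth limits the 48 hpi library most, where the paper's mean depth is 16, and a gene not detected there can be expressed below 9.38 TPM.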

Differences from the paper's values

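No value that the paper states for a measure also computed here differed by more than 1.5-fold with the main settings. The number of genes detected in at least 1 library was 11093, and the paper's number with transcript support is 11853. The number of effectors of chr1B, chr11 and chr12 detected in planta was 19, and the paper's is 20. At 5 times the minimum level the shares of detected genes on the core chromosomes and on chr1B, chr11 and chr12, and the number of genes in total, were more than 1.5-fold below the paper's.

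The paper's results name CDEST_01870 and CDEST_15472 as the highest effectors at 48 hpi, and its discussion adds CDEST_15404. At 48 hpi these were the 3 highest of the 165 listed effectors. Between CDEST_01870 and CDEST_15404 lie 8 other genes, and 2 of these are in the part of Table S6 used here, so the place of CDEST_15404 among all effectors was not checked. The discussion also ranks the 3 genes as the most plant-induced. By the difference from PDB at 48 hpi they were the 3 highest listed effectors with 1 or 10 TPM added, but with 0.1 TPM added to the unrounded values, chosen after seeing the data, the core effector CDEST_10359 was above them (15.42).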

Other observations

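The tests of genes outside the duplications, alone or matched on length, of read loss between copies and of the steps in short genes were chosen only after the results were seen. The same holds for the tests of non-syntenic genes within chr1B, chr11 and chr12. The tests on gene length and on core genes in non-syntenic blocks were set before their results were seen.

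A hypothesis was that the low share of detected genes goes with a lack of synteny to *C. higginsianum* wherever a gene lies, and not only with chr1B, chr11 and chr12. Of the non-syntenic blocks of Table S8, 39 contain core genes, 428 in all. Of these, 186 (43.5 %) were detected in at least 1 library, against 72.9 % of the 14454 other core genes (odds ratio 0.286, Fisher's exact p = 4.1e-36). The share was close to the 49.1 % of the 749 genes of chr1B, chr11 and chr12 (exact p = 0.069 for the difference). Other core genes matched on length had a median of 67.8 %, and the middle 95 % of 10000 such lists lay between 63.6 and 71.7 %, so gene length is argued against as the whole cause. Over the 7 other minima and sets of libraries the odds ratio stayed between 0.266 and 0.331. Tests within the compartments do not decide whether it is a common cause. On chr1B, which lies wholly in such a block, 50.3 % of all 300 genes were detected. This share lay within the middle 95 % of core non-syntenic blocks drawn with replacement (33.4 to 52.5 %). Of the 222 chr1B genes outside the duplications, 62.6 % were detected. Their share lay above those blocks and within the middle 95 % of lists of other core genes matched on length (58.1 to 69.4 %). Lack of synteny therefore did not go with a low share in this subset. The subset leaves out the duplicated genes, 15.4 % of them detected, and the core blocks were not filtered in this way. It therefore does not exclude the hypothesis for chr1B as a whole. On chr11 the 96 genes outside the blocks were detected less often (31.3 %) than the 182 genes inside them (48.9 %), and both lay below all lists matched on length. Whether synteny matters on chr11 cannot be told apart, because stretches without synteny of fewer genes than a block are not listed in Table S8. On chr12 the 170 genes, 57.1 % of them detected, lay at percentile 2.85 of the matched lists, just inside their middle 95 %. They also lay above the middle 95 % of the core non-syntenic blocks. The exact binomial interval of their share (49.3 to 64.6 %) overlaps both ranges, which leaves the hypothesis open there. Gene models predicted in error and the sequence content of the blocks, such as TEs, were not tested. Neighbouring genes are not independent, so the p-value overstates the evidence.

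Gene length was tested as the cause of the lower share on each compartment. Core lists matched on length had a median share of 62.0 % for chr1B, 64.0 % for chr11 and 62.9 % for chr12. The observed shares of chr1B and chr11 lay below all matched lists, which argues against length as the whole cause there. The share of chr12, 57.1 % of the 170 genes with a length, lay within the middle 95 % of its lists (55.9 to 69.4 %), so length may account for it.

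Inside the segmental duplications of chr1B 15.4 % of the genes were detected, and outside them 62.6 %. Other chr1B genes matched on length to those inside had a median share of 59.0 %, with a middle 95 % from 51.3 to 66.7 %, which argues against length. The genes outside were detected less often than core genes (odds ratio 0.649, Fisher's exact p = 0.0025), but this test is not matched on length and takes neighbouring genes as independent. Core lists matched on length to the genes outside had a median share of 63.1 %, with a middle 95 % from 57.2 to 68.9 %, which includes the observed share. Among runs of 222 consecutive core genes it lay at percentile 11.7. The low share of chr1B is therefore consistent with the duplications together with shorter genes as its cause. The low levels inside may come from reads lost between copies or from low transcription. These cannot be told apart here, because the deposited table does not hold reads that map to several places.

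The genes of chr11 detected in at least 1 library had a higher median in planta than the core genes, by 1.24 at 48 hpi and 0.64 at 72 hpi on the log2 scale with a pseudocount of 1. They lay above all 10000 lists of core genes matched on mean level at 48 hpi and at percentile 99.7 at 72 hpi. The paper does not report this. Of the 119 genes, 85 were higher and 31 lower at 48 hpi than in PDB. The higher median depended on the settings. With a pseudocount of 10 the order reversed at 72 hpi, at 0.28 for chr11 against 0.39 for the core genes. With no filter on low levels chr11 was lower at both times, at 0 against 0.11 at 48 hpi and 0 against 0.42 at 72 hpi. Under the other alternatives chr11 stayed higher. The summed TPM of chr11 was 0.325 % of the PDB library, 2.09 % of the 48 hpi library and 0.524 % of the 72 hpi library. Neighbouring genes are not independent, so these percentiles overstate how unusual chr11 is. As a description of 3 libraries this has no replicate check, and no explanation was tested for it.

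In the unrounded TPM of the first 1998 genes of Table S6, the values of genes with proteins under 150 amino acids moved in equal steps. Of their 245 values above 0 in PDB, 96.3 % were whole multiples of 0.166 TPM within 0.02 of a step, against 6.38 % of the 392 values of genes with proteins of 150 or more and under 300 amino acids. The same was found in steps of 1.35 TPM at 48 hpi (98.9 % against 2.41 %) and 0.552 TPM at 72 hpi (100 % against 5.59 %). This is consistent with a common length having been used for short coding sequences in the authors' TPM. Levels of short genes, which include 31 of the 53 effectors in these rows, may then not be comparable with those of longer genes, while ratios between libraries for 1 gene are not affected. No biological explanation was tested.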
